# Hepatic Transcriptomics Reveals that Lipogenesis Is a Key Signaling Pathway in Isocitrate Dehydrogenase 2 Deficient Mice

**DOI:** 10.3390/genes10090728

**Published:** 2019-09-19

**Authors:** Jeong Hoon Pan, Jingsi Tang, Mersady C. Redding, Kaleigh E. Beane, Cara L. Conner, Yun Jeong Cho, Jiangchao Zhao, Jun Ho Kim, Byungwhi C. Kong, Jin Hyup Lee, Jae Kyeom Kim

**Keywords:** Idh2, hepatic transcriptomics, lipid metabolism, bioinformatics, knockout mouse

## Abstract

Mitochondrial nicotinamide adenine dinucleotide phosphate (NADP^+^)-dependent isocitrate dehydrogenase (IDH2) plays a key role in the intermediary metabolism and energy production via catalysing oxidative decarboxylation of isocitrate to α-ketoglutarate in the tricarboxylic acid (TCA) cycle. Despite studies reporting potential interlinks between IDH2 and various diseases, there is lack of effort to comprehensively characterize signature(s) of IDH2 knockout (IDH2 KO) mice. A total of 6583 transcripts were identified from both wild-type (WT) and IDH2 KO mice liver tissues. Afterwards, 167 differentially expressed genes in the IDH2 KO group were short-listed compared to the WT group based on our criteria. The online bioinformatic analyses indicated that lipid metabolism is the most significantly influenced metabolic process in IDH2 KO mice. Moreover, the TR/RXR activation pathway was predicted as the top canonical pathway significantly affected by IDH2 KO. The key transcripts found in the bioinformatic analyses were validated by qPCR analysis, corresponding to the transcriptomics results. Further, an additional qPCR analysis confirmed that IDH2 KO caused a decrease in hepatic de novo lipogenesis via the activation of the fatty acid β-oxidation process. Our unbiased transcriptomics approach and validation experiments suggested that IDH2 might play a key role in homeostasis of lipid metabolism.

## 1. Introduction

Isocitrate dehydrogenases (IDHs) catalyze the oxidative decarboxylation of isocitrate into α-ketoglutarate [1] and are classified into two subclasses based on a type of cofactors utilized in the reaction. Either nicotinamide adenine dinucleotide (NAD^+^) or NADP^+^ is utilized as a cofactor to form NADH (reduced form of NAD^+^) or NADPH (reduced form of NADP^+^), respectively [2]. There are three isoforms of IDHs depending upon their localization: Cytosolic NADP^+^-dependent isocitrate dehydrogenase (IDH1), mitochondrial NADP^+^-dependent isocitrate dehydrogenase (IDH2), and mitochondrial NAD^+^-dependent isocitrate dehydrogenase (IDH3) [3]. Of the three isoforms, IDH1 and IDH2 produce NADPH, which is a molecule required not only for the regeneration of glutathione [4], but also for the utilization of anabolic pathways, such as fatty acid elongation processes [5]. Regarding NADPH production, IDH2 plays a critical role in mitochondrial homeostasis since glucose 6-phosphate dehydrogenase, another key enzyme participating the pentose phosphate pathway to produce NADPH, is lacking in mitochondria [1].

Thus far, a few studies have utilized IDH2 deficient in vitro or in vivo models. In non-cancer studies, the mechanistic contributions of IDH2 are fairly clear as to ROS homeostasis which might be related to NADPH production and glutathione regeneration. Multiple studies have shown that IDH2 knockout (KO) mice elicited enhanced disease susceptibility ulcerative colitis [6], cardiac hypertrophy [7], and others [8,9,10]. Most these studies explained the mechanisms by which IDH2 deficiency worsens disease susceptibility through the imbalances of the mitochondrial redox status [1,11]. In agreement with these studies, in a recent publication, the inactivation of IDH2 or deletion of *Idh2* increased cytosolic reactive oxygen species (ROS), thereby potentiating oxidative damages to DNA, proteins, and lipids in ischemia induced liver damages [9]. Of note, the enzymatic activity of IDH2 can be affected by various factors, such as chemicals [12], diet [13] in addition to post-translational regulation [14]. Despite important physiological roles of IDH2 in energy metabolism in the TCA cycle, most studies however are overly weighted towards redox systems and are thus somewhat biased. To this end, the global gene expression analyses, such as mRNA sequencing (RNAseq), allows researchers to unravel novel function(s) and identify candidate genes associated with characteristics of interest, in our case, IDH2 deficiency.

To the best of the authors’ knowledge, a global gene expression analysis in IDH2 KO mice has never been undertaken, in spite of studies reporting potential interlinks between this gene and various diseases as aforementioned. Therefore, the present study was conducted to capture metabolic signatures of IDH2 KO liver transcriptome using RNAseq which may provide information to discover new transcripts and to quantify transcript levels [15]. Further, using the RNAseq dataset, a gene ontology (GO) analysis and software-based pathway analysis were performed to further identify key biological functions of IDH2 influencing disease-related signaling pathways.

## 2. Materials and Methods

### 2.1. Animal Housing, and Study Design

The animals used in this study were idh2^−/−^ germ-line knockout (IDH2 KO) mice (both male (*n* = 2) and female (*n* = 3)) and their littermate wild type (WT) mice (both male (*n* = 3) and female (*n* = 4)). Both WT and IDH2 KO mice share same C57BL/6N stain background. All mice were maintained in cages (up to 4 mice per cage) in a windowless room with a 12 h-light–dark cycle at a constant temperature of 23 ± 2 °C and humidity of 40 ± 10%. Mouse tail genotyping was carried out before use (Figure 1A) and further confirmed by measuring the IDH2 protein expression (Figure 1B). All mice were killed by exsanguination at 8–10 weeks of age via cardiac puncture under anesthesia using 2,2,2-tribromoethanon (Sigma-Aldrich, St. Louis, MO, USA). The harvested liver tissues were quickly placed in the RNALater solution (Invitrogen, Carlsbad, CA, USA) for 12 h at 4 °C, and then were stored at −80 °C until further RNA isolation. All animal handling and experiments were performed in accordance with a protocol approved by the Institutional Animal Care and Use Committee of the University of Arkansas (IACUC protocol approval number: 17044).

### 2.2. Liver Transcriptomics Analysis

The total RNA from liver tissues was isolated using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) and then the quality of isolated RNA was first assessed using the conventional A260/280 ratio and A260/230 ratio measurement (SpectraMax i3x; Molecular Devices, Sunnyvale, CA, USA) which were all satisfactory. In addition, the RNA Integrity Number (also known as RIN) was assessed using the RNA R6K assay for the Agilent 2200 TapeStation (Agilent Technology, Santa Clara, CA, USA) in which RINs ranged between 8.5 and 9.5 and were hence satisfactory. For the RNAseq analysis, library preparation and sequencing analyses were carried out at the Research Technology Support Facility of Michigan State University (East Lansing, MI, USA). Liver transcriptome (*n* = 7 for WT group and *n* = 5 for IDH2 KO group) was analyzed using a 1 × 50 bp single end read method of Illumina HiSeq system (Illumina Inc., San Diego, CA, USA) as described in an earlier report [16]. The total read counts were normalized by the transformation to log_2_ number of reads per million in order to stabilize the variance. The normalized reads per million values were then subjected to further statistical analyses followed by computational bioinformatics. The sequencing dataset supporting this article has uploaded to the Gene Expression Omnibus repository (GEO; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128361), which will be published on 15 March 2020.

### 2.3. Bioinformatics Analyses

For the transcriptomics dataset, a short list of differentially expressed genes (DEGs) was produced based on the criteria: mRNAs showing *p*-value < 0.05 and fold change > 2. To visualize fold changes in the transcriptome dataset in response to *Idh2* deletion compared to the WT mice, a volcano plot and heat map were generated using the R package software (R Studio 3.5.2 version; The R Foundation, Boston, MA; available at r-project.org). The heat map was generated for the short-listed mRNAs by creating a normalized z-score that was calculated in the R. The short-listed DEGs were subjected to the DAVID, which is web-based tools to identify enriched biological themes including GO terms, group functionally related genes, cluster annotation terms for large gene lists and pathways in the KEGG database. The functional annotation clustering algorithm was used to generate a clustered, non-redundant report of related annotation terms, and the groups of annotation clusters with gene count threshold > 10, and EASE scores (i.e., modified Fisher Exact *p*-value for gene-enrichment analysis) < 0.01 were retained. Similarly, the short list was subjected to the IPA software (Qiagen) to perform a core analysis in order to identify the upstream regulators for DEGs and related canonical pathways in response to *Idh2* deletion. The IPA core analyses are based on previous knowledge of the associations of upstream regulators and their downstream target genes archived in the Ingenuity Knowledge Base. The *p*-values were calculated by Fisher’s exact test for the upstream regulator analysis. A schematic diagram of the data acquisition, bioinformatics analyses, and validation experiments is shown in Figure 2A.

### 2.4. Quantitative RT-PCR Validation

The transcriptomics and computational bioinformatics analyses were validated by quantitative RT-PCR analysis using StepOnePlus system (Applied Biosystems; Foster City, CA, USA). Two μg of total RNA was reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s protocol. The reaction mixture contained TaqMan Gene Expression Mastermix, respective primer(s) tagged with TaqMan probes (Table S5), and cDNA. The amplification was conducted under the following conditions: One cycle at 50 °C for 2 min and 95 °C for 10 min, followed by 40 cycles of denaturation (95 °C for 15 s) and annealing/extension (60 °C for 1 min). The genes of interest were normalized to that of the reference gene (*Actb*). The data were analyzed with StepOne Software (Ver. 2.1; Applied Biosystems) using the 2^−ΔΔCT^ method.

### 2.5. Statistical Analyses

All data were analyzed by a two tailed, Welch’s t test. A *p*-value of 0.05 or less was considered statistically significant (SAS 9.4 version; SAS Institute Inc., Cary, NC, USA).

## 3. Results

### 3.1. Transcriptome Profiles and Identification of DEGs

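Liver RNA of 12 C57BL/6N mice aged 8 to 10 weeks was sequenced, from 4 female and 3 male WT mice and from 3 female and 2 male IDH2 KO mice, each mouse giving 1 library. The IDH2 KO libraries held almost no reads of *Idh2*, which encodes the mitochondrial NADP-dependent isocitrate dehydrogenase and lies on chromosome 7 of GRCm38 from 80094846 to 80115392 (GENCODE M21). Each WT library held 967 to 2363 reads of *Idh2* and each IDH2 KO library 1 to 7. Its level was 72.8 ± 24.0 (SD, n = 7) CPM in WT mice and 0.119 ± 0.112 (SD, n = 5) in IDH2 KO mice (0.0704 without IDH2 KO male 1), where CPM are the counts relative to library size, scaled by TMM. This was a log2 fold change of −9.12 (standard error 0.50, adjusted p = 9.61e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 5 IDH2 KO libraries lay below every WT library of their sex. The libraries were sequenced as single-end reads of 50 bp on an Illumina HiSeq system. The reads counted in genes numbered 20611418 to 24084696 (median 23226471) in WT females, 17055853 to 18556690 (median 17876280) in WT males, and 16203874 to 25019649 (median 21718048) in IDH2 KO females. The libraries of the IDH2 KO males held 15323300 and 18444006 reads. The authors deposited whole-number read counts per gene, and their processing notes name FastQC and the build GRCm38.p5, while the aligner and the counting program are not given in the sources used here. The paper normalized these counts to log2 RPM, whereas the values here are the deposited counts fitted in edgeR with sex as a covariate. IDH2 KO female 3 held reads of 8531 genes, against 11303 to 12101 in the other IDH2 KO libraries, and had the lowest median correlation with the other libraries (0.8738, against 0.9499 to 0.9583 in the other IDH2 KO libraries).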

A total of 12 RNAseq libraries were constructed using RNA samples of liver tissues from both wild-type (WT) and IDH2 KO mice. 

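Transcripts of the mitochondrial genome took 39.2% ± 8.89 (SD, n = 12) of the counted reads, and each library held reads of 11430.5 ± 1129.4 (SD, n = 12) genes. Several genes of liver lipid metabolism had few or no counted reads. *Cd36* (fatty acid uptake), *Slc27a1* (fatty acid transport), *Scap* (the escort protein of the SREBPs) and *Idh1* (the cytosolic isocitrate dehydrogenase) had no read in any of the 12 libraries, which allows up to 0.0124 RPM over all libraries. The deposited table of raw counts held 36228 rows, 20 of them with a repeated gene name. Of all rows, 18939 had no read in any library and 6835 had a read in every library. The authors' filtered table held 8730 of these rows with the raw counts unchanged, and 6744 of them had a read in every library. The edgeR filter on low counts kept 7618 genes for the comparison of IDH2 KO and WT mice. Limits from a count of 0 cover counting error only. A mean of at least 1 CPM was reached by 34.3% of the genes with 1 transcript in RefSeq and by 13.2% of those with 6 or more.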

After filtering low read counts and normalization, a total of 6583 transcripts remained. Of the 6583 genes, only mRNAs showing *p*-value < 0.05 and fold change >2 were considered differentially expressed genes (DEGs) for further bioinformatics analyses and qPCR validation (Figure 2A). Using these criteria, this study was able to select 167 DEGs as shown in a volcano plot (Figure 2B). 

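*Junb* and *Egr1*, immediate early genes that encode transcription factors, were higher in IDH2 KO than in WT livers, as was *Hddc3*, which encodes a nucleotide hydrolase. *Junb* was at 15.8 ± 3.59 (SD, n = 7) CPM in WT and 77.5 ± 50.8 (SD, n = 5) in IDH2 KO mice, a log2 fold change of 2.25 (standard error 0.26, adjusted p = 0.000437 from edgeR). *Egr1*, at 8.89 ± 6.02 (SD, n = 7) and 196 ± 204 (SD, n = 5) CPM, had a log2 fold change of 4.20 (standard error 0.67, adjusted p = 0.0092 from edgeR), and without IDH2 KO male 2 its IDH2 KO level was 109 ± 72.5 (SD, n = 4) CPM. *Hddc3* lies on chromosome 7 from 80343104 to 80350547, near *Idh2*, and had a log2 fold change of 2.43 (standard error 0.30, adjusted p = 0.000857). The counts of *Gdpd3*, a lysophospholipase D gene, rose from 6 reads in all WT libraries to 1593 in the IDH2 KO libraries, 591 of them in IDH2 KO female 3 (ratio of RPM 402, 95% exact interval 184 to 1096, adjusted p = 0.00146), although IDH2 KO female 2 held none, and the ratio was 697 without WT female 1. *Mettl7a2*, a methyltransferase-like gene with a close paralog that could share its reads, had 1 read in WT and 256 in IDH2 KO libraries (ratio 387, 95% exact interval 68.9 to 15357, adjusted p = 0.00389). Among the genes that fell were the predicted loci LOC108169093, with a log2 fold change of −4.94 (adjusted p = 0.000291), and Gm40812, with −3.44 (adjusted p = 0.000437). Gm39972 had 346 reads in WT and 0 in IDH2 KO libraries, which is at least 76.2-fold lower against a floor of 3 reads over the IDH2 KO group, and at least 41.4-fold without WT male 2, which held 190 of these reads. Of the 7618 genes tested, 13 were higher and 16 lower in IDH2 KO mice at an adjusted p under 0.05, and 511 had an unadjusted p under 0.05. At the criteria of the paper, an unadjusted p under 0.05 and a fold change over 2, edgeR gave 266 genes, 132 upregulated and 134 downregulated. These counts are over all tested genes, predicted loci (names of Gm or LOC with a number, or ending in Rik) included, while Table S1 lists none of these. Of the 16 genes that were lower, 14 were predicted loci (87.5%, against 21.2% of the tested genes, two-sided Fisher's exact test across genes, p = 2.77e-08). DESeq2 called 30 higher and 33 lower genes, and without IDH2 KO female 1 edgeR called 7 higher. The unequal-variance test that the paper names was run on log2 RPM plus 1 with an adjustment that the paper does not state. In this form it ended the calls of *Junb*, *Egr1*, *Hddc3*, *Gdpd3*, *Mettl7a2* and the predicted loci named. Table S1 lists all of these but the loci, at an unadjusted p. The call of *Mettl7a2* was also lost without WT male 2 (adjusted p = 0.107), which holds its single WT read. Of the alternatives run, 18 of 24 called *Mettl7a2* and 23 of 24 *Gdpd3*. Of 25, 21 called Gm39972, 22 *Egr1* and 23 *Hddc3*.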

The red dots indicate that the DEGs passed the criteria (i.e., *p*-value < 0.05, and fold change >2). The complete gene list is provided in the Table S1. 

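Genes of lipid synthesis and immediate early genes were both on the list of DEGs in Table S1. *Fos*, an immediate early gene, had a log2 fold change of 3.34 (standard error 0.73, adjusted p = 0.0778 from edgeR), and *Fabp5*, a fatty acid binding protein gene, −2.24 (standard error 0.58, adjusted p = 0.230). The WT level of *Fos* was 1.00 CPM, or 0.234 without WT male 1. Its IDH2 KO level was 10.0 CPM, or 4.31 without IDH2 KO male 2, and its log2 fold change ranged from 1.89 to 4.38 over the settings. *Cnbd2* was at 160 ± 47.4 (SD, n = 7) CPM in WT and 39.1 ± 41.2 (SD, n = 5) in IDH2 KO mice (log2 fold change −2.16, standard error 0.47, adjusted p = 0.0682 from edgeR), or 20.8 ± 4.98 (SD, n = 4) without IDH2 KO female 3, where edgeR called it (adjusted p = 2.76e-05). All 167 listed genes were found in the raw counts, 77 of them upregulated and 90 downregulated in the table of the paper. The edgeR filter on low counts kept 111 of them, and the sign of the log2 fold change was that of the paper for all 111. Of these, 10 were higher and 1 was lower at an adjusted p under 0.05 over all genes, and 93 passed when adjusted over the list alone. The list was chosen on these libraries, so the latter count is not independent evidence of its direction. At the criteria of the paper, 92 of the 111 passed in edgeR. A mean of under 10 reads per library was found for 63 of the 167 genes (37.7%), and the median was 14.6 reads per library, against 75.8 for all tested genes. Among the extremes of the list, *Rgs3* had 113 reads in all WT and 8 in all IDH2 KO libraries, *Tmc7* 215 and 9, *Gopc* 70 and 4, *Eef2k* 66 and 4, and *Sult2a3* 1 and 751. The totals of IDH2 KO mice rest on few libraries, with 146 reads of *Sult2a3* without IDH2 KO female 1, 1 read of *Tmc7* without IDH2 KO male 2 and 1 of *Eef2k* without IDH2 KO female 2, while those of *Rgs3* lie in IDH2 KO female 1 and IDH2 KO female 2 and those of *Gopc* in IDH2 KO female 2 and IDH2 KO male 2.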

Further, the gene expression profiles of DEGs were visualized using a heat map (Figure 2C). A cluster dendrogram for two biological replicates (i.e., WT and IDH2 KO mice) shows clear segregation between the 77 upregulated (red keys) and 90 downregulated genes (blue keys).

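On the genes of Table S1, hierarchical clustering separated the livers by genotype, with all 12 libraries placed with their own genotype when the tree was split into 2 clusters. The clustering used TMM-scaled log2 CPM of the 111 listed genes kept by the filter, average linkage and a distance of 1 minus the Pearson correlation. These genes were selected for a difference between the genotypes in these libraries. On the 500 most variable genes, chosen without regard to genotype, 8 of 12 libraries were placed with their genotype, and the smaller cluster held IDH2 KO female 3 alone. Once the mean of each sex was removed from each gene, all 12 were placed with their genotype on the 500 most variable genes.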

### 3.2. Computational Bioinformatic Pathway Prediction of DEGs

To explore the key pathways in which 167 DEGs were involved and enriched, the computational bioinformatic pathway prediction analyses were performed using core analysis function of both Kyoto Encyclopedia of Genes and Genomes (KEGG) and Ingenuity Pathway Analysis (IPA) software (Qiagen). In the core analysis, the canonical pathway analysis function ranked the most enriched pathways of the DEGs based on *p*-values and the number of overlapping genes within the list of DEGs. In this, the top 5 canonical pathways enriched in DEGs include TR/RXR activation (*p* = 0.0003), breast cancer regulation by Stathmin1 (*p* = 0.0040), ERK/MAPK signaling (*p* = 0.0044), PXR/RXR activation (*p* = 0.0046), and RAR activation (*p* = 0.0049) (Figure 3).

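Of 30 listed genes of thyroid hormone and retinoid X receptor signaling, 17 did not pass the filter on low counts and were not tested. Among them were *Acaca* and *Me1*, which are DEGs of the paper. Of the 13 tested, none was higher or lower in IDH2 KO mice at an adjusted p under 0.05 over all genes, and 3 were lower and none higher when adjusted over the list alone. At an unadjusted p under 0.05 edgeR gave 3 lower and 0 higher, and DESeq2 called none. These 3 were *Fasn*, *Thrsp* and *Rxra*, all of them in Table S1, so the count is not independent evidence of its direction. *Rxra*, the retinoid X receptor alpha gene, had 82 reads over the 7 WT libraries and 17 over the 5 IDH2 KO libraries, and its log2 fold change was −1.88 (standard error 0.63, adjusted p = 0.489 from edgeR). *Thra*, a thyroid hormone receptor gene, had a log2 fold change of 0.69 (standard error 0.34, adjusted p = 0.755). The mean of the list did not differ from that of the other genes (median log2 fold change −0.26, adjusted p = 0.215 from limma's camera with a preset correlation of 0.01). Of 23 tested genes of xenobiotic metabolism, which include targets of PXR and CAR, *Sult2a5* was higher at a log2 fold change of 3.86 (standard error 0.68, adjusted p = 0.0178), and 3 were higher and 2 lower when adjusted over the list alone. *Sult2a5* encodes a sulfotransferase of a family whose members could share reads, and its log2 fold change was 4.12 in females, while males held 2 reads in all WT and 0 in all IDH2 KO libraries, too few to give a direction. Its call was lost without WT female 1, WT female 2, WT female 3, IDH2 KO female 1 or IDH2 KO female 3 (adjusted p = 0.0501 to 0.104) and without sex in the fit (adjusted p = 0.659). *Ces2a*, a carboxylesterase gene, had a log2 fold change of −1.10 (adjusted p = 0.0676). As a group the xenobiotic list did not differ from the other genes in its mean (adjusted p = 0.820 from camera).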

In order to obtain further insights into the interaction networks related with IDH2 KO, the potential functional networks of DEGs were predicted. The IPA network analysis revealed that the DEG can be clustered into 9 significant networks (Table 1). Each network was automatically scored and ranked by the IPA software based on the number of network eligible molecules. The primary functional roles (labeled as Top Biofunctions in the Table 1) of top three networks include lipid metabolism, molecular transport, and small molecule biochemistry (Figure 4A). Of the 9 networks, due to their similar Top Biofunctions, the top two networks were integrated and visualized in the Figure 4B. 

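*Fasn*, the fatty acid synthase gene on chromosome 11 from 120805846 to 120824547, was at 398 ± 226 (SD, n = 7) CPM in WT and 194 ± 147 (SD, n = 5) in IDH2 KO mice. Its log2 fold change of −1.07 (standard error 0.31) did not pass the adjustment over all genes (adjusted p = 0.392 from edgeR), and it passed only with no filter on low counts among the settings tried. It lay below every WT library of its sex in 4 of 5 IDH2 KO libraries. *Ppara*, a nuclear receptor gene of fatty acid catabolism, was at 4.88 ± 1.25 (SD, n = 7) CPM in WT and 4.18 ± 1.99 (SD, n = 5) in IDH2 KO mice, a log2 fold change of −0.22 (standard error 0.35, adjusted p = 0.932) that turned to 0.02 without IDH2 KO female 3. *Rara*, the retinoic acid receptor alpha gene, had a log2 fold change of 0.62 (standard error 0.52, adjusted p = 0.847). *Acaca*, which encodes acetyl-CoA carboxylase and has 11 transcripts in RefSeq, had 31 reads over all WT and 6 over all IDH2 KO libraries, too few for the filter on low counts. The ratio of its RPM was 0.293 in IDH2 KO against WT mice (95% exact interval 0.0999 to 0.712, counting error only), and 0.130 without IDH2 KO female 1.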

As shown, the key genes in lipogenesis (i.e., *Ppara*, *Rara*, *Acaca*, and *Fasn*) were found in the integrated network, and these genes are at the core position of the network as they are associated with neighboring factors.

Subsequently, to identify potential regulatory upstream gene(s), the upstream analysis of the IPA was utilized. In this, three upstream regulators *Srebf1*, *Srebf2*, and *Scap* (Activation z-scores: −2.527, −2.200, and −2.207, respectively) were able to be found, which were suppressed in live tissues of IDH2 KO mice. 

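Genes of cholesterol synthesis and of the SREBP pathway were lower as groups in IDH2 KO livers under the preset correlation of camera. Of 17 tested genes of cholesterol synthesis, 16 had a negative log2 fold change (median −0.57), and none was past an adjusted p of 0.05 over all genes or when adjusted over the list alone in edgeR, with 7 lower at an unadjusted p under 0.05 and 1 lower in DESeq2. *Sqle*, the squalene epoxidase gene, had a log2 fold change of −1.11 (standard error 0.37, adjusted p = 0.489 from edgeR). The mean of this list was lower than that of the other genes (adjusted p = 1.67e-07), but adjusted p = 0.25 with an estimated correlation, and relative to the WT mean IDH2 KO female 3 lay lowest, at −1.75, IDH2 KO female 2 lay at 0.15, and the other IDH2 KO libraries lay between −1.32 and −0.62. Of 5 tested regulators of the SREBP pathway, 4 had a negative log2 fold change (median −0.48). Of these, 1 was lower over all genes and 2, *Srebf2* among them, when adjusted over the list alone. The paper lists 2 of the 5 regulators and 3 of the 17 cholesterol genes among its DEGs, so their direction is not independent evidence. *Srebf2*, the SREBP-2 gene, had 98 reads in all WT and 17 in all IDH2 KO libraries, and its log2 fold change was −1.87 (standard error 0.62, adjusted p = 0.482). *Srebf1*, the SREBP-1 gene, had 2 reads in WT and 0 in IDH2 KO libraries, too few to give a direction. The mean of the regulator list was lower (adjusted p = 0.0020 with the preset correlation, adjusted p = 0.25 with an estimated correlation), and without IDH2 KO female 3 its adjusted p was 0.0689.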

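*Aacs*, which encodes acetoacetyl-CoA synthetase and lies on chromosome 5 from 125475814 to 125517410, was at 42.6 ± 21.2 (SD, n = 7) CPM in WT and 13.2 ± 10.1 (SD, n = 5) in IDH2 KO mice. Its log2 fold change was −1.68 (standard error 0.48), and 4 of 5 IDH2 KO libraries lay below every WT library of their sex. The difference did not pass the adjustment over all genes in edgeR (adjusted p = 0.357), while DESeq2 and edgeR with no filter on low counts called it.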

Three common target molecules in the DEGs, namely *Aacs*, *Acaca*, and *Fasn*, were regulated by all three upstream regulators (Figure 4C).

### 3.3. Database for Annotation, Visualization, and Integrated Discovery (DAVID) Web-Based Bioinformatic Analysis of DEGs

The DAVID GO terms enrichment analysis was carried out using the list of DEGs. The results demonstrated that 132 genes (79.5%, 132/167) were significantly enriched in the biological process category. A total of 139 GO terms for the biological category were annotated, and 16 GO terms were retrieved with the gene counts >10 and EASE Score < 0.01. The list of 16 GO terms with respective *p*-values is provided in the Table S2. As shown in the Table S2, the lipid metabolic process (GO: 0051186) showed the highest significant enrichment (by enrichment 12.7%), followed by organonitrogen compound biosynthesis process (GO: 1901566) and amide biosynthetic process (GO: 0043604). A pie chart depicts contributions of enriched biological processes and three processes related to lipid metabolism were highlighted which account for 28.3% of total (Figure 5A).

Additionally, the DAVID functional annotation clustering of the GO terms in the biological process category was performed. The lists of particular genes for the most enriched clusters are shown (Figure 5B), and the annotation clusters are listed in Table S3. The annotation clustering analysis revealed that the Acyl-CoA metabolic process (*p* = 0.00032), the Thioester metabolic process (*p* = 0.00032), the cofactor metabolic process (*p* = 0.00042), the Acetyl-CoA metabolic process (*p* = 0.00120), and the coenzyme metabolic process (*p* = 0.00190) were the most enriched annotation clusters, followed by the annotation cluster 2 which includes the lipid metabolic process (*p* = 0.00053), the lipid biosynthetic process (*p* = 0.00680), and the cellular lipid metabolic process (*p* = 0.00710) (Figure 5B). Taken together, the lipid metabolic process was the common enriched term in both the DAVID GO terms enrichment analysis and the functional annotation clustering analysis.

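All 16 tested genes of fatty acid synthesis had a negative log2 fold change in IDH2 KO livers (median −0.48), though none was past an adjusted p of 0.05 over all genes or when adjusted over the list alone in edgeR, with 4 lower at an unadjusted p under 0.05 and 0 called by DESeq2. The paper lists 3 of the 16 among its DEGs, so their direction is not independent evidence. The 16 include *Fasn*, *Thrsp*, *Scd1*, *Elovl6* and *Elovl2*, an elongase gene of polyunsaturated fatty acids (−1.96, adjusted p = 0.604 from edgeR). The mean of the list was lower than that of the other genes in camera (adjusted p = 4.54e-06 with the preset correlation, adjusted p = 0.25 with an estimated correlation). Over the libraries, its mean level differed between the genotypes by −0.90 on the log2 scale, adjusted for sex, and the exact permutation test within sex gave an adjusted p of 0.0588 over 36 lists. IDH2 KO female 3 lay lowest, at −2.68 relative to the WT mean, while the other IDH2 KO libraries lay between −0.83 and −0.26. Of 11 tested genes of fatty acid uptake and transport, none was called over all genes in edgeR (2 lower at an unadjusted p under 0.05, 1 lower in DESeq2) and *Fabp5* was lower when adjusted over the list alone. The mean of this list was lower (adjusted p = 0.0279 with the preset correlation, adjusted p = 0.192 with an estimated correlation). Its exact adjusted p over 36 lists was 0.0411, or 0.0686 once *Idh2* was left out of the other lists, and its camera call was lost without WT female 2 (adjusted p = 0.0636), WT male 1 (adjusted p = 0.0517), WT male 3 (adjusted p = 0.0580) or any IDH2 KO library other than IDH2 KO female 3 (adjusted p = 0.0500 to 0.0718). Of 9 tested genes of triglyceride synthesis and lipid droplets, *G0s2*, an inhibitor of triglyceride lipase, was higher over all genes and when adjusted over the list alone (log2 fold change 1.45, standard error 0.29, adjusted p = 0.0457), a call that was lost without any 1 library other than IDH2 KO female 2 (adjusted p = 0.0734 to 0.145). As a group the triglyceride list did not differ from the other genes in its mean (adjusted p = 0.616).

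**Figure D1:**
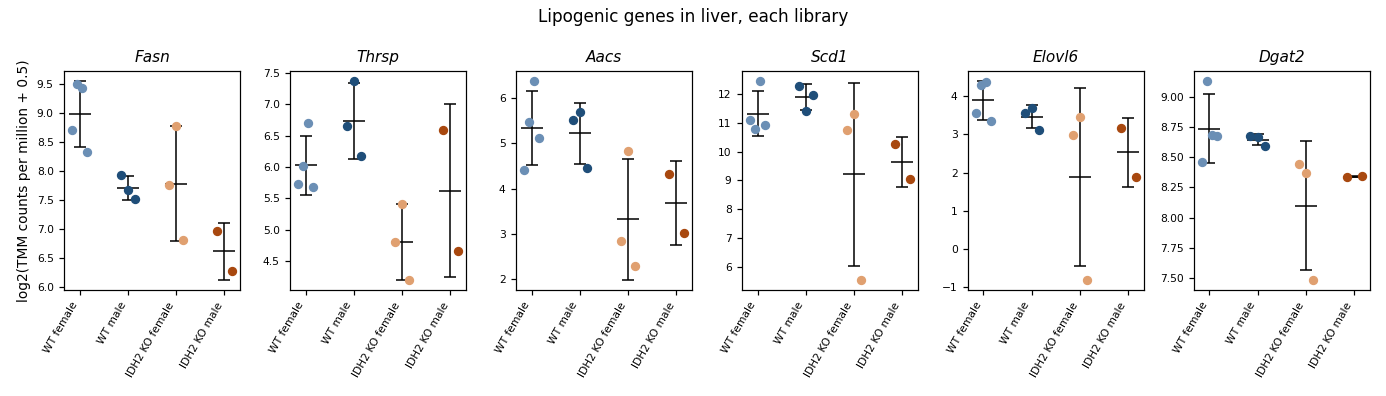
Levels of *Fasn*, *Thrsp*, *Aacs*, *Scd1*, *Elovl6* and *Dgat2* in each library by sex and genotype, on the y axis as log2 of TMM-scaled CPM plus 0.5, with each dot a library and lines for the mean and SD of the group. Of the 5 IDH2 KO libraries, 4 lie below every WT library of their sex for *Fasn*, *Thrsp*, *Aacs* and *Scd1*, 3 for *Elovl6* and all 5 for *Dgat2*.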

Last, the DEGs were subjected to the KEGG pathway analysis, which uses the most diverse tools among the multiple pathway databases. 

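Of 21 listed genes of AMPK subunits, kinases and related genes, 11 did not pass the filter on low counts and were not tested. Among them were *Eef2k* and *Prkag1*, which are DEGs of the paper, so the list says nothing on these. Of the 10 tested, none was higher or lower in IDH2 KO mice over all genes or when adjusted over the list alone in edgeR. At an unadjusted p under 0.05, 1 was lower, and DESeq2 called 0. *Prkaa2*, which encodes the catalytic subunit alpha 2 of AMPK, had a log2 fold change of −0.90 (standard error 0.50, adjusted p = 0.776 from edgeR), and *Prkab1*, a regulatory subunit gene, 0.43 (standard error 0.21, adjusted p = 0.755). *Ppp2cb*, a catalytic subunit gene of protein phosphatase 2A, had a log2 fold change of −1.80 (adjusted p = 0.502). The mean of the AMPK list did not differ from that of the other genes (median −0.10, adjusted p = 0.183 from camera). Of 16 tested targets of PPARA, 11 had a positive log2 fold change and none passed over all genes or when adjusted over the list alone in edgeR (2 higher at an unadjusted p under 0.05, 0 called by DESeq2), with *Pdk4*, a kinase gene that restrains pyruvate oxidation, at 1.48 (standard error 0.48, adjusted p = 0.473). The adjusted p of the PPARA targets was 0.127. Of 14 tested genes of gluconeogenesis and glycolysis, which insulin regulates, 12 had a negative log2 fold change (median −0.33) and none passed over all genes or when adjusted over the list alone in edgeR (2 lower at an unadjusted p under 0.05, 0 called by DESeq2). The mean of this list was lower (adjusted p = 0.0139 with the preset correlation, adjusted p = 0.25 with an estimated correlation).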

In the KEGG pathway database, the AMPK signaling pathway (*p* = 0.005) was found to be the most enriched (shown in the Figure 6) followed by fatty acid metabolism (*p* = 0.010), the PPAR signaling pathway (*p* = 0.034), and the insulin signaling pathway (*p* = 0.035) (Table S4).

### 3.4. Quantitative PCR Validation of Predicted Pathway of DEGs

The genes found from (1) core positions in the integrated networks (retrieved from the upstream analysis, and canonical pathway analysis of IPA) and (2) the functional annotation clustering analysis of the DAVID tools were selected and validated using qPCR analysis to assess the reliability of RNAseq results and computational predictions. First, the core positioned genes in the gene networks (Figure 4B), *Rxra*, *Acaca*, *Fasn*, and *Ppara*, were quantified by qPCR analysis. The expression levels of *Rxra*, *Acaca*, and *Fasn* were significantly downregulated in IDH2 KO mice liver, but *Ppara* expression was significantly upregulated. These expression patterns are all in agreement with our RNAseq dataset (Figure 7A). Additionally, an upstream regulator, responsible for the de novo lipogenesis pathway, *Srebf1*, was also significantly downregulated by 16.7% in IDH2 KO mice liver (Figure 7A) as predicted by the IPA. Furthermore, *Me1* and *Thrsp* were validated, as these two genes were both shown in both the IPA and DAVID analyses and are included in our list of DEGs. 

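In the RNA-seq counts, *Rxra* and *Fasn* were lower in IDH2 KO livers in exact permutation tests within sex, each with an adjusted p of 0.0297 over the 13 genes of the qPCR panel that had reads. *Rxra* was at 0.595 ± 0.25 (SD, n = 7) CPM in WT and 0.162 ± 0.143 (SD, n = 5) in IDH2 KO mice, below every WT library of its sex in 4 of 5 IDH2 KO libraries. *Acaca* had an exact adjusted p of 0.158 and *Ppara* one of 0.557. The smallest exact p that 350 splits of the libraries within sex allow is 0.00286 before adjustment. Of the 13 genes, 7 were lower and none higher in these tests, and part of the panel was chosen by the paper from these libraries, so the count is not independent evidence of its direction. In edgeR, none of the 8 tested genes of the panel passed over all genes (5 lower at an unadjusted p under 0.05, 0 called by DESeq2), and 3 were lower when adjusted over the list alone.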

The expression of both *Me1* and *Thrsp* was significantly downregulated in IDH2 KO mice liver thus consistent with the RNAseq dataset (Figure 7A). 

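*Thrsp*, which encodes a nuclear protein that promotes lipogenic gene expression, was at 86.8 ± 40.5 (SD, n = 7) CPM in WT and 41.6 ± 31.7 (SD, n = 5) in IDH2 KO mice. It lies on chromosome 7 from 97412938 to 97417730, and its log2 fold change of −1.08 (standard error 0.35) did not pass over all genes (adjusted p = 0.472 from edgeR), while its exact permutation test gave an adjusted p of 0.0297 over the qPCR panel. *Me1*, which encodes a cytosolic malic enzyme that makes NADPH, had 108 reads over all WT and 6 over all IDH2 KO libraries, with 62 of the WT reads in WT male 2. The ratio of its RPM was 0.0841 (95% exact interval 0.0302 to 0.189, counting error only), 0.164 without WT male 2 and 0.0513 without IDH2 KO female 2. Its exact permutation test gave an adjusted p of 0.0310.

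**Figure D2:**
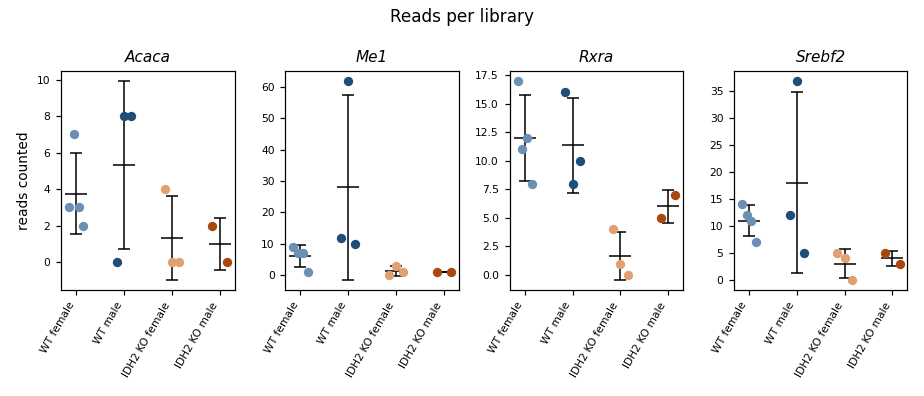
Reads counted in each library for *Acaca*, *Me1*, *Rxra* and *Srebf2*, which have few reads, with each dot a library grouped by sex and genotype. For *Me1*, WT male 2 holds 62 reads and the IDH2 KO libraries hold 6 in all.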

In order to further validate computational predictions, additional representative genes related to lipid metabolism were measured. As a result, the genes responsible for the fatty acid uptake (i.e., *Cd36*, and *Slc27a1*) and fatty acid β-oxidation (i.e., *Sirt1*, *Ppargc1*, and *Acox1*) were all significantly upregulated (Figure 7B), whereas the genes responsible for fatty acid elongation (i.e., *Elovl6*) and fatty acid desaturation (i.e., *Scd1*) were all downregulated in IDH2 KO mice liver tissues (Figure 7B). A fatty acid esterification gene (i.e., *Dgat2*) showed marginal difference (*p* = 0.07). Overall, our qPCR results showed consistent expression patterns to RNAseq results and computational bioinformatic predictions.

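*Elovl6*, an elongase gene, *Scd1*, a desaturase gene, and *Dgat2*, a triglyceride synthesis gene, were lower in the RNA-seq counts of IDH2 KO livers in exact permutation tests within sex. The adjusted p over the qPCR panel was 0.0297 for *Elovl6* and *Dgat2* and 0.0371 for *Scd1*. *Scd1* was at 3325 ± 1575 (SD, n = 7) CPM in WT and 1220 ± 991 (SD, n = 5) in IDH2 KO mice, a log2 fold change of −1.45 (standard error 0.65, adjusted p = 0.725 from edgeR). *Dgat2* was at 418 ± 66.1 (SD, n = 7) and 300 ± 68.7 (SD, n = 5), a log2 fold change of −0.48 (standard error 0.20, adjusted p = 0.683). *Elovl6* had a log2 fold change of −1.13 (standard error 0.58, adjusted p = 0.755). IDH2 KO female 3 lay far below the other IDH2 KO libraries for each of these genes, which lowers the IDH2 KO means. It was at 0.0740 CPM for *Elovl6* (1 read), against 3.21 to 10.4 in the others. For *Scd1* it was at 46.2 CPM (523 to 2561 in the others), and for *Dgat2* at 179 (323 to 347). *Sirt1*, a deacetylase gene, had 18 reads in WT and 15 in IDH2 KO libraries (ratio 1.26, 95% exact interval 0.591 to 2.65), and *Ppargc1a*, a coactivator gene of mitochondrial biogenesis, 1 read in all. *Actb*, the reference gene of the qPCR assays, had a log2 fold change of −0.20 (standard error 0.19, adjusted p = 0.875). Of 24 tested genes of fatty acid β-oxidation, none was called over all genes or when adjusted over the list alone in edgeR, none had an unadjusted p under 0.05, DESeq2 called none, and their median log2 fold change was 0.00 (adjusted p = 0.786 from camera). The paper selected genes from the networks and annotation clusters of the DEGs for qPCR, and from these measurements it concludes that their patterns match those of its RNA-seq data and pathway predictions.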

## 4. Discussion

Multiple studies have demonstrated the implications of IDH2 in diverse disease models, such as colitis and non-alcoholic liver disease [6,10,17]. However, most studies suggested that increased disease susceptibility might be due to a compromised mitochondrial redox status in IDH2 KO mice. Thus far, however, no study has attempted to comprehensively characterize metabolic signature(s) of IDH2 KO mice. To this end, this study analyzed the hepatic transcriptome profiles of the IDH2 KO mice followed by computational pathway analyses in order to explore key functional genes and pathways that are significantly impacted when *Idh2* is deficient. As a result, the transcriptome analysis showed that overall genetic signatures were substantially altered in IDH2 KO mice livers. 

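Immediate early genes rose as a group in IDH2 KO livers under the preset correlation of camera. Of 24 tested, 7 of which are DEGs in the paper, 5 were higher at an adjusted p under 0.05 over all genes and 8 when adjusted over the list alone, none was lower, and the median log2 fold change was 0.73. Besides *Junb* and *Egr1* these were *Ier2* (log2 fold change 2.28, adjusted p = 0.0112 from edgeR), *Dusp1*, a phosphatase gene of MAP kinases (1.99, adjusted p = 0.0223), and *Zfp36*, a gene of mRNA decay (2.06, adjusted p = 0.0470). Without IDH2 KO female 3, the adjusted p of both *Ier2* and *Dusp1* was 0.0791. The call of *Ier2* was also lost without WT male 3 (adjusted p = 0.0513), that of *Dusp1* without WT female 1, WT male 1, WT male 3 or any IDH2 KO library other than IDH2 KO female 2 (adjusted p = 0.0517 to 0.101), and that of *Zfp36* without any 1 library other than WT female 3 and IDH2 KO female 3 (adjusted p = 0.0728 to 0.166). The mean of the list was higher (adjusted p = 5.71e-13 with the preset correlation, adjusted p = 0.140 with an estimated correlation), and IDH2 KO female 3 lay at −0.39 relative to the WT mean while the other IDH2 KO libraries lay between 0.68 and 2.11. Of other cells, 6 erythroid markers had a median of 1.75 and 7 markers of T and NK cells one of 0.78. Relative to the WT mean, the erythroid markers lay at −0.29 in IDH2 KO female 2, at 1.13 in IDH2 KO female 3, between 1.07 and 2.20 in the other IDH2 KO libraries and at 1.48 in WT female 4. In separate contrasts edgeR called 8 higher and 7 lower genes in females and 5 higher and 3 lower in males. In females the genes numbered 9 without WT female 3 or IDH2 KO female 1. In males they numbered 28 without IDH2 KO female 3, 14 without IDH2 KO female 2, 5 without WT male 1 or WT male 3 and 2 without IDH2 KO male 2. No gene passed the test of the genotype by sex interaction, where 274 genes had an unadjusted p under 0.05, the smallest adjusted p was 0.0779 (*Hsd3b5*, a male-biased steroid dehydrogenase gene) and DESeq2 called 10, while edgeR called 2 without IDH2 KO female 3 and 1 without IDH2 KO male 1. With sexes compared within WT mice, 25 genes were higher and 32 lower in males, and they numbered 120 without IDH2 KO female 3, 36 without WT male 1 and 32 without WT female 4. Without IDH2 KO female 3, the comparison of IDH2 KO and WT mice gave 15 higher and 18 lower genes, 25 of them shared with the count over all libraries.

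**Figure D3:**
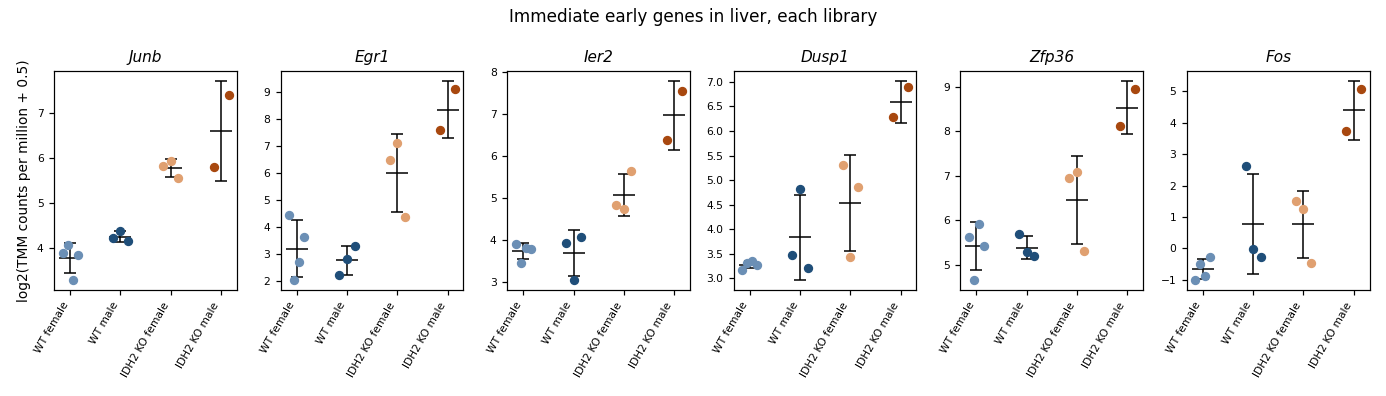
Levels of *Junb*, *Egr1*, *Ier2*, *Dusp1*, *Zfp36* and *Fos* in each library by sex and genotype, on the y axis as log2 of TMM-scaled CPM plus 0.5, with each dot a library and lines for the mean and SD of the group. All 5 IDH2 KO libraries lie above every WT library of their sex for *Junb*, *Ier2* and *Dusp1*.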

More specifically, the computational analytic tools, including DAVID, KEGG, and IPA software used in this study all suggested that lipid metabolism is a significantly altered signature of IDH2 KO liver transcriptome.

In our IPA canonical pathway analysis, the TR/RXR activation pathway was found to be most significantly enriched in IDH2 KO mice (Figure 3). The downstream genes of the TR/RXR activation pathway included *Fasn*, and *Acaca* that are both related to lipogenesis and decreased expressions of the genes were confirmed in our qPCR validation (*p* < 0.01 and *p* < 0.001, respectively; Figure 7A). These results are consistent with the IPA predictions. The thyroid hormone itself is one of the master regulators of de novo lipogenesis [18]. The thyroid hormone acts through thyroid hormone receptors which bind to a thyroid hormone response elements as a form of heterodimer with a retinoid X receptor (or RXR), thereby orchestrating gene expressions related to fat metabolism [19]. In the absence of the thyroid hormone, TR coupled with a corepressor binds to the hormone response elements to negatively regulate gene expression [20]. In the present study, lipogenesis genes of the TR/RXR pathway were significantly downregulated in IDH2 KO mice liver tissues, suggesting that *Idh2* might affect lipogenesis via modulating the canonical TR/RXR pathway.

In order to better understand potential cross-talks between signaling networks, the network analysis of the IPA core analysis was also carried out. In this, the top two networks both included the lipid metabolism biofunction (Table 1). To visualize the networks, this study highlighted lipid metabolism biofunction genes in Figure 4B that include *Acaca*, *Fasn*, and *Elovl.* The de novo lipogenesis is a metabolic pathway of fatty acid synthesis from excessive energy intake (e.g., carbohydrates) and multiple regulatory genes are involved in this pathway. For example, Acaca (also known as acetyl-CoA carboxylase-1; encoded by the *Acaca*) is a key enzyme of de novo lipogenesis [21]. Acetyl-CoA is a substrate of Acaca to synthesize malonyl-CoA which is an essential intermediate metabolite for fatty acid synthesis. The liver specific *Acaca* deletion significantly reduced lipid accumulation, emphasizing the importance of hepatic *Acaca* in de novo lipogenesis [22]. Subsequently, *Fasn* also plays a key role by converting the acetyl-CoA and malonyl-CoA into palmitate, the end product of glucose metabolism [23]. This end product can be esterified to produce triacylglycerol for further storage [23].

Further, the qPCR assays for additional representative genes of lipid metabolism showed that the expression patterns of genes responsible for fatty acid uptake (*Cd36*, and *Slc27a1*), lipogenesis (*Srebf1*, *Acaca*, and *Fasn*), fatty acid esterification (*Dgat2*), fatty acid β-oxidation (*Sirt1*, *Ppargc1*, and *Acox1*), and fatty acid desaturation/elongation (*Scd1*, and *Elovl6*) were in good agreement with current transcriptomics results (Figure 7A,B). In line with this, our previous report also showed a trend of a decrease in hepatic lipogenesis mRNAs (i.e., *Srebf1*, *Fasn*, and *Dgat2*) in female IDH2 KO mice [17]. Additionally, it was reported that IDH2 deficient mice are resistant to obesity and hepatic steatosis via the suppression of lipogenesis and the elevation of thermogenesis in the liver and adipose tissues [8,24]. These findings all support our results that IDH2 KO might suppress lipogenesis in the liver.

The upstream analysis revealed that the three upstream regulators including *Srebf1*, *Srebf2*, and *Scap* (activation z-scores: −2.527, −2.200, and −2.207, respectively) were suppressed in IDH2 KO mice livers (Figure 4C). Importantly, there were three common molecules (i.e., *Aacs*, *Acaca*, and *Fasn*; Figure 4C) targeted by the all three upstream regulators. These genes are, as mentioned above, responsible for lipogenesis. The regulatory roles of *Srebf1* in lipid metabolism, specifically de novo lipogenesis, have been highlighted elsewhere [25,26,27,28]. In our study, a decrease in *Srebf1* was predicted (Figure 4C) and was validated by the qPCR analysis in IDH2 KO mice liver tissues (Figure 7A). This supports well established roles of *Srebf1* that control the expression of lipogenic genes such as *Thrsp*, *Acaca,* and *Me1* [29,30,31]. In particular, *Srebf1* enhances the *Acaca* expression by forming a tetrameric complex with TR/RXR [32], which is important to note because *Acaca* is an earlier target of *Srebf1* in the lipogenesis process, followed by *Fasn*, *Scd1*, and other lipogenic genes. Similarly, the dramatic down-regulation of *Srebf1* and SREBP1 (i.e., encoded by *Srebf1*) in liver tissues of IDH2 KO mice was reported [24].

The *Srebf1*-mediated transcriptional activation of de novo lipogenesis is well-established and there are auxiliary genes supporting lipogenesis indirectly by providing NADPH [26]. The expressions of these auxiliary genes are also regulated by *Srebf1*. For instance, the over-expression of hepatic *Srebf1* upregulates the transcription of lipogenic genes, which are involved in NADPH production [28,33]. This might suggest there is an indirect regulatory role of IDH2 in lipogenesis because *Idh2* is also one of the major NADPH producing enzymes. Further, *Idh2* gene transcription might be regulated in a sterol dependent manner in hepatocytes [34]. In this study, *Idh1* transcription was activated by both *Srebf1* and *Srebf2.* Although *Idh1* showed a stronger association with sterols (2.3-fold induction of *Idh1* mRNA by sterol depletion), a regulatory role of sterols in *Idh2* expression was clearly observed (1.3-fold induction of *Idh2* mRNA by sterol depletion). In this study, the IDH2 deficiency led the downregulation of both *Srebf1* and *Srebf2* in the qPCR or transcriptomics analyses, suggesting that there might be a feedback mechanism between these genes. Taken together, the previous and current studies represent a clear association between *Srebfs* and *Idh*. However, further investigation is warranted to unravel the causal relationship of *Srebfs* expression in IDH2 KO mice.

In addition to the IPA database, DAVID tools were utilized, which annotated that the lipid metabolic process is the major process influenced in IDH2 KO mice (Figure 5). Specifically, the AMPK signaling pathway was predicted as the most enriched pathway with DEGs (Figure 6). AMPK, known to be activated in response to an increased AMP/ATP ratio or ADP/ATP ratio [35,36], is a master regulator of both lipogenesis and lipolysis. Of note, activated AMPK inhibits *Srebf1*, followed by decreasing downstream lipogenic genes [37]. This prediction is plausible since *Idh2* deletion causes ATP depletion in several tissues such as the heart, white adipose tissue, and kidney [7,8,38]. Interestingly, the AMPK-mediated lipid metabolism can also be directly modulated by thyroid hormones [39,40]. The thyroid hormone analogues act differently on lipid metabolism. For instance, T2 thyroid hormone is known to exert anti-lipogenic activity against high-fat diet intervention through the direct activation of *Sirt1* [41]. On the other hand, T3 thyroid hormone up-regulates *Acaca* expression by binding to *Acaca* gene promoters [32,42,43]. Therefore, our results indicate that there might be possible links between *Idh2* and thyroid hormone homeostasis in relation to the AMPK pathway. However, this is beyond the scope of the study but clearly requires further investigations.

The accumulating evidences indicate that the excessive production of mitochondrial ROS (mtROS) damages cellular components as well as induces cytotoxicity and senescence [44]. In that regard, *Idh2* deficient mice have been utilized as a model of mitochondrial-related diseases since IDH2 is one of the major NADPH generating enzymes in mitochondria [45]. In line with this, multiple studies, including our previous works, demonstrated that *Idh2* deletion significantly increases mtROS production, thereby increasing susceptibility to diseases [9,24,38]. Previously, the authors reported that the mtROS level was elevated, while lipogenesis was suppressed in *Idh2* deficient mice [8,24]. These are similar results to the current findings (although mtROS level was not measured in this study). Thus, it was speculated that the suppression of lipogenesis might be somehow related with elevated thermogenesis, possibly via *Ucp1* [8]. This is strengthened by a recent finding showing that mtROS might be a non-canonical activator of AMPK [46]. Additionally, another recent study reported that mtROS-mediated AMPK activation suppresses lipogenesis in lung adenocarcinoma cell lines [47]. In fact, the AMPK signaling pathway was predicted as the most enriched pathway in the present study (Figure 6). Therefore, it is possible to hypothesize that *Idh2* deletion, due to the accumulated mtROS, activates the AMPK, thus upregulates the genes involved in β-oxidation (e.g., *Ppargc1*, *Ucp1*), which leads to the suppression of lipogenesis. Further mechanistic studies are warranted to elucidate if mtROS accumulation is a precedent event for lipogenesis suppression in *Idh2* deficient mice.

In summary, the current study is the first attempt to investigate comprehensive transcriptome signatures in liver tissues of IDH2 KO mice compared to WT mice. The online knowledge-based software analyses and qPCR validation indicated that IDH2 might be primarily responsible for the regulation of hepatic lipid metabolism (more specifically, de novo lipogenesis suppression). A combined analysis of the IPA upstream analysis and KEGG pathway analysis predicted that AMPK activation, likely resulting from an increased AMP/ATP ratio in IDH2 KO mice, inhibits lipogenic genes via *Srebf1*. It was also suggested that the thyroid hormone may play a key role in the regulation of lipogenesis in IDH2 KO mice via the TR/RXR activation. Since our unbiased study, for the first time, provided evidence on transcriptome characteristics of IDH2 KO mice liver, further investigations are warranted. For example, the implications of thyroid hormones on lipid metabolism in IDH2 KO mice are likely to provide deeper insights. Moreover, based on our report, the physiological roles of *Idh2* can be reappraised in a different perspective rather than controlling ROS homeostasis.

## Figures and Tables

**Figure 1:**
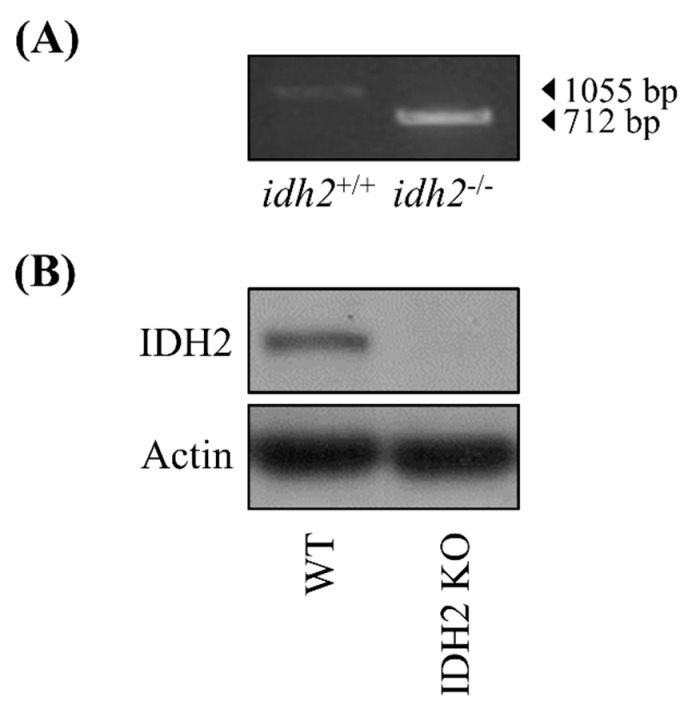
The validation of *Idh2* deletion in mice. The ablation of *Idh2* was verified by tail DNA genotyping method (**A**), and by comparing IDH2 protein expression in liver tissues of wild-type (WT) and IDH2 KO mice (**B**).

**Figure 2:**
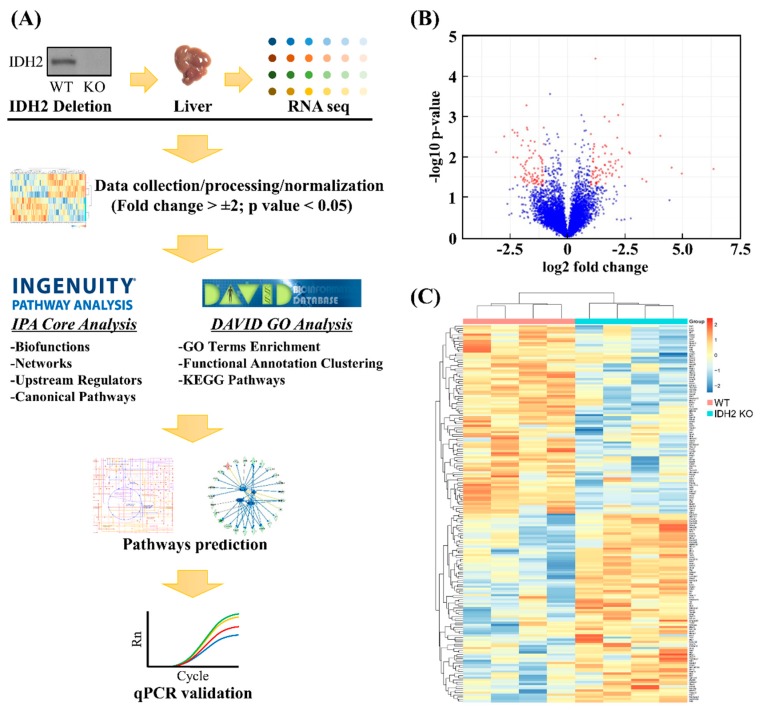
Procedures of hepatic transcriptomics dataset. The analyses of transcriptomics dataset followed by computational analyses and qPCR validation: A flowchart (**A**), A volcano plot (**B**), and heat map (**C**) showed differentially expressed genes and the relationships among samples used, respectively.

**Figure 3:**
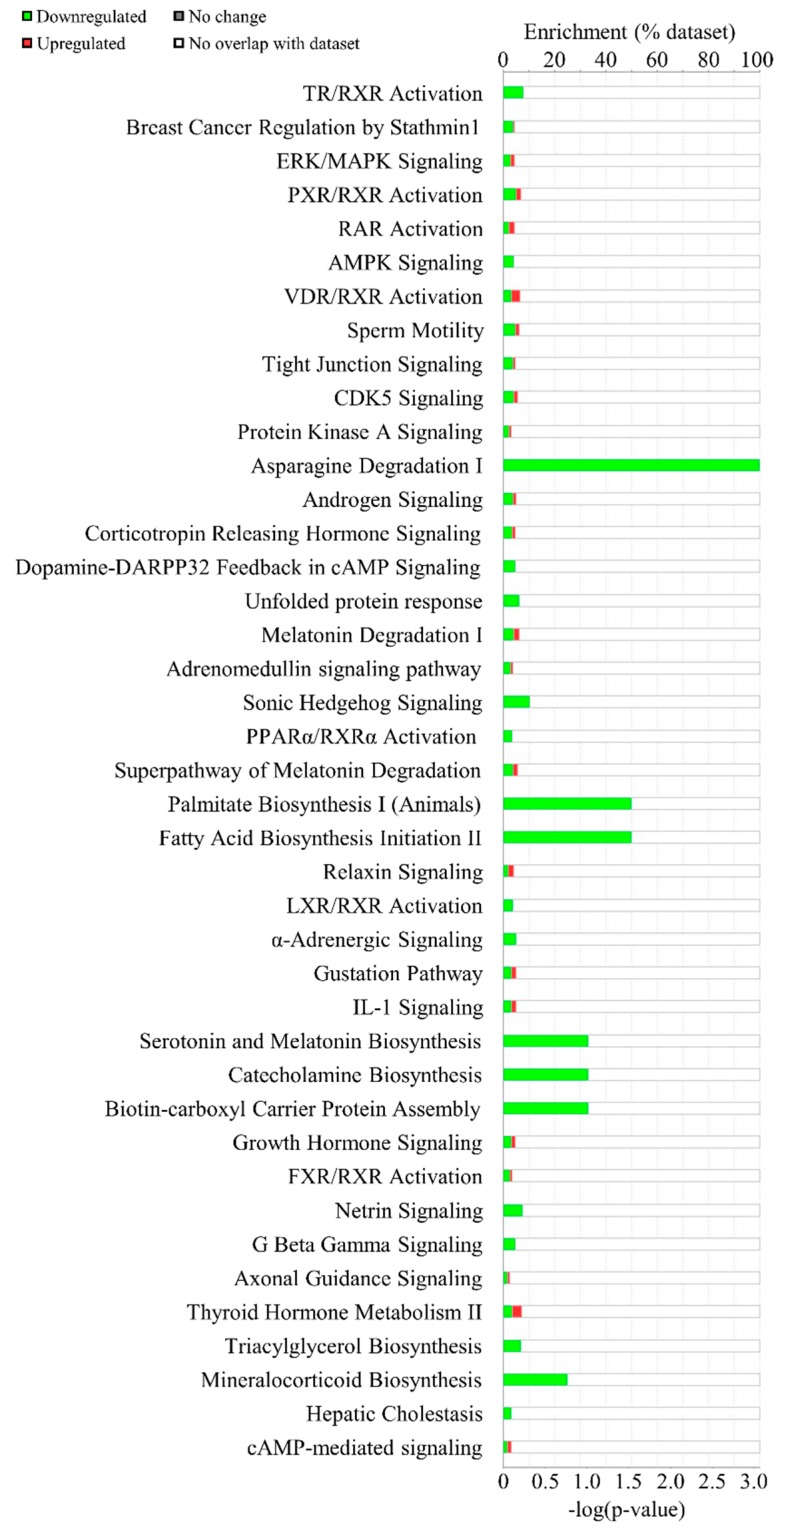
Canonical pathway analysis using Ingenuity Pathway Analysis software. Enriched canonical pathways in IDH2 KO mice liver were listed. The green bars indicate the number of downregulated genes while the red portion in bars show the number of upregulated genes.

**Figure 4:**
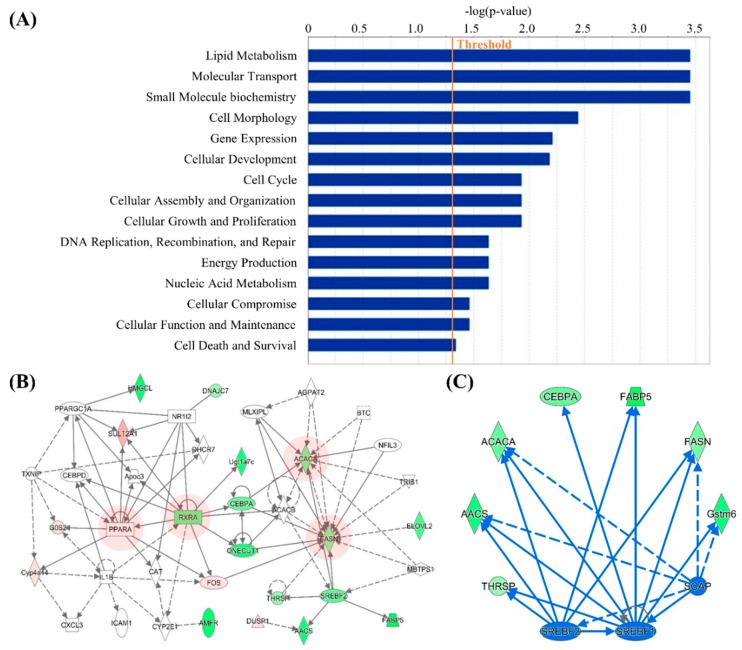
Biofunctions, networks, and upstream analyses using the Ingenuity Pathway Analysis (IPA). Enriched functional roles of networks in IDH2 KO mice are listed (**A**), and IPA Networks only related to lipid metabolism are integrated. The key transcripts at core position of the networks are highlighted with red color (**B**). Upstream regulators including *Srebf1*, *Srebf2*, and *Scap*, were predicted in the interactome image (**C**).

**Figure 5:**
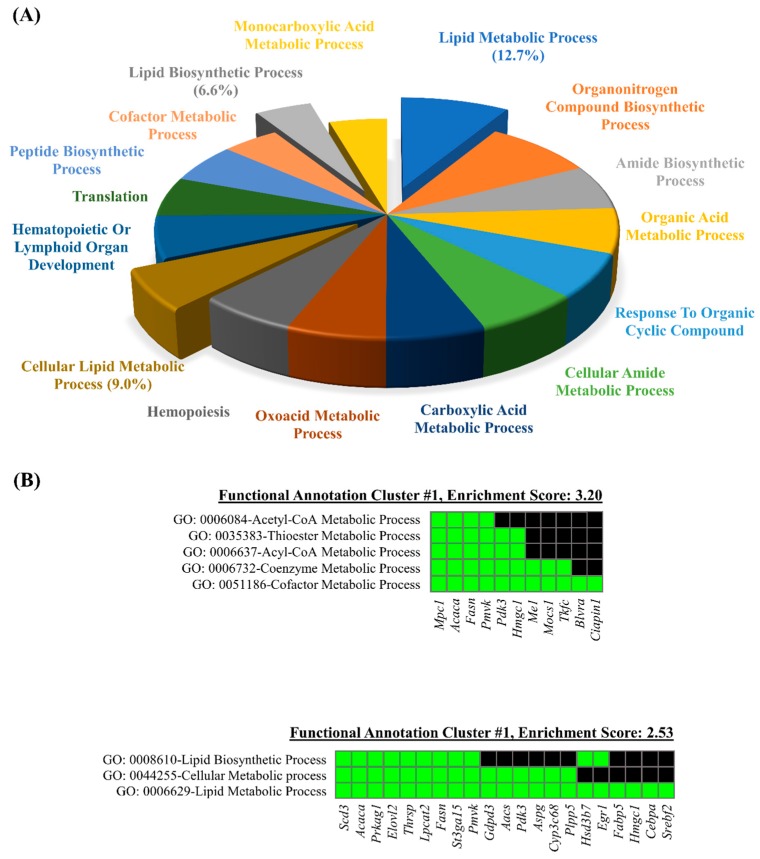
Functional analyses of differentially expressed genes by DAVID gene ontology (GO) enrichment analysis. The representative GO terms for biological processes (**A**) were utilized for DAVID functional annotation clustering of categories (**B**).

**Figure 6:**
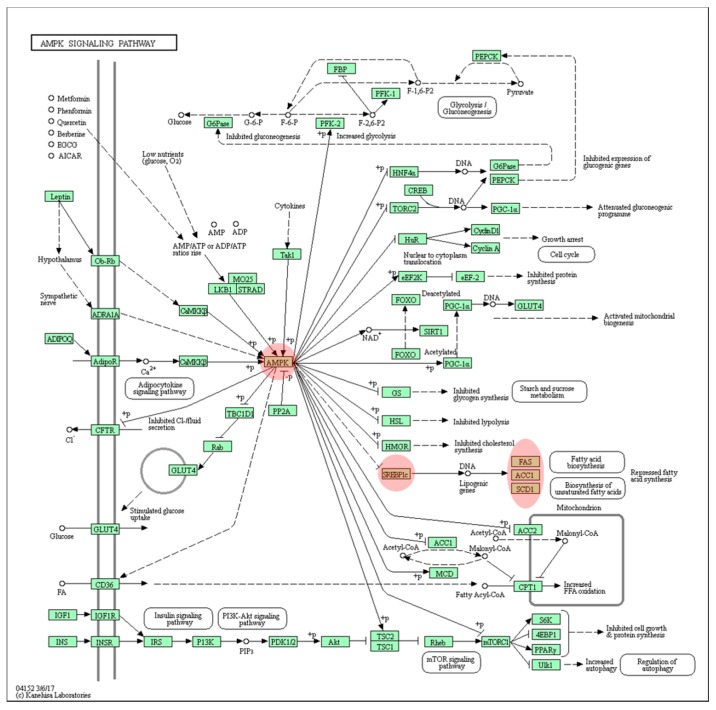
KEGG AMPK signaling. The AMPK signaling pathway was predicted as the most enriched pathway from the KEGG pathways analysis provided by the DAVID tools. The key player genes are highlighted with red color.

**Figure 7:**
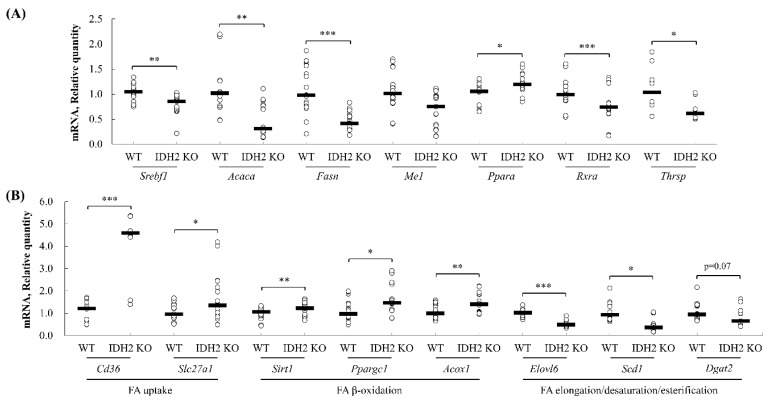
The validation of RNA sequencing results using quantitative PCR. The genes found at the core positions of the networks, upstream regulators, canonical pathway (TR/RXR), and found in the functional annotation clustering of DAVID tools were randomly selected and validated using qPCR analyses. The data were expressed as the means ± standard error of means (SEM; *n* = 5 for male, and *n* = 7 for female) (**A**). In addition to the validation, the representative genes of each lipid metabolic process were randomly selected and their expression levels were assessed. The genes responsible for fatty acid uptake (*Cd36*, and *Slc27a1*), fatty acid β-oxidation (*Sirt1*, *Ppargc1*, and *Acox1*), fatty acid esterification (*Dgat2*), and fatty acid desaturation/elongation (*Scd1*, and *Elovl6*) were quantified using qPCR analysis (**B**). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Table 1:** Nine networks of differentially expressed genes ^1^ and their biofunctions predicted by Ingenuity Pathway Analysis (IPA) software.

Rank	Molecules in Network	Score ^2^	Focused Molecule ^3^	Top Functional Networks
1	AHCY, ALAS1, AMFR, Apoc3, C1S, C3, CAT, CEBPD, Ces2a, Clec2d, CLOCK, CXCL3, Cyp2c40, CYP2C9, CYP2E1, Cyp4a14, DHCR7, DNAJC7, EEF2K, FOS, G0S2, Gstm6, HES1, HMGCL, HSF2, ICAM1, IL1B, NFE2L1, NR1I2, PPARA, PPARGC1A, RXRA, ST3GAL5, SULT2A1, TXNIP	21	17	Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry
2	AACS, ACACA, ACACB, AGPAT2, BTC, CCND3, CEBPA, Cyp2c12, DUSP1, ELOVL2, FABP5, FASN, FOS, HSD3B7, KLB, MBTPS1, MID1IP1, MLX, MLXIPL, NCOR1, NEUROG3, NFIL3, ONECUT1, PRKAA2, PSME3, RARG, RXRA, SREBF2, SRSF2, SULT2A1, THRSP, TKFC, TRIB1, Ugt1a7c, VDR	19	16	Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry
3	ARNT, C3, Calm1, CEBPD, CIAPIN1, DDC, DNM2, EGF, EGR1, ESR1, FOS, GDF15, HAMP, HDAC3, ICAM1, IL6ST, JAK2, MAPK3, ME1, MTOR, NCOA1, PCNA, PDE4A, PPP2CB, PRKAR1A, RGS16, RGS3, RICTOR, RPS15, RPS4Y1, RPS6KB1, SDHB, SERPINA1, SP1, STAT3	19	16	Cell Death and Survival, Cancer, Hematological Disease
4	DYNC1H1, S100A10	1	1	Cellular Growth and Proliferation, Developmental Disorder, Hereditary Disorder
5	DLG1, GJB1	1	1	Carbohydrate Metabolism, Cell-To-Cell Signaling and Interaction, Cellular Function and Maintenance
6	GATA1, MYCN	1	1	Cancer, Hematological Disease, Organismal Injury and Abnormalities
7	EIF2AK2, TUBA1A	1	1	Developmental Disorder, Hereditary Disorder, Neurological Disease
8	ADAM15, MBD2	1	1	Cell-To-Cell Signaling and Interaction, Hair and Skin Development and Function, Cellular Compromise
9	PRKAA1, PRKAB1, PRKAG1	1	1	Protein Synthesis, Cell Morphology, Cellular Function and Maintenance

^1^ Differentially expressed genes were subjected to the IPA software to identify highly-interconnected networks and enriched genes representing significant biological function in mice liver transcriptome influenced by deletion of IDH2. ^2^ Scores were calculated for each Functional Network based on relevance of the network to the focused molecules on the IPA software. This indicates a significance of link between Molecules in Networks and Top Functional Networks based on the number of focused molecules and the size of the network to approximate the relevance of the network to the original list of focused molecules. ^3^ Genes present in our differentially expressed genes.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/9/728/s1, Table S1: A list of differentially expressed genes in RNA sequencing dataset, Table S2: DAVID GO terms for biological process, Table S3: Annotation clusters of DAVID GO terms for biological process, Table S4: A list of representative terms in Kyoto Encyclopedia of Gene and Genomes (KEGG) pathways, Table S5: A list of TaqMan primers.

# Supplementary material for: Hepatic Transcriptomics Reveals that Lipogenesis Is a Key Signaling Pathway in Isocitrate Dehydrogenase 2 Deficient Mice
**Source:** Genes (Basel). 2019 Sep 19;10(9):728. doi: 10.3390/genes10090728
**Supplement:** Supplementary file 1

Table S1. A list of differentially expressed genes¹ in RNA sequencing dataset

Gene symbol	Fold change	P-value
<i>Tmc7</i>	-8.696	0.00766
<i>Rgs3</i>	-6.826	0.00312
<i>Gopc</i>	-5.313	0.00214
<i>Cnbd2</i>	-5.176	0.01026
<i>Eef2k</i>	-4.981	0.00250
<i>Fabp5</i>	-4.881	0.03206
<i>Dnm2</i>	-4.564	0.00250
<i>Me1</i>	-4.563	0.01045
<i>St3gal5</i>	-4.538	0.00298
<i>Man2b1</i>	-4.125	0.01554
<i>Dctn4</i>	-4.094	0.03106
<i>Hmgcl</i>	-4.062	0.01787
<i>Amfr</i>	-4.043	0.00515
<i>Ddc</i>	-3.896	0.01715
<i>Prkag1</i>	-3.890	0.00390
<i>Tmem245</i>	-3.854	0.03777
<i>Serpina1a</i>	-3.808	0.03518
<i>Aspg</i>	-3.737	0.03287
<i>Serpina3a</i>	-3.715	0.01926
<i>Onecut1</i>	-3.693	0.04203
<i>TrnS2</i>	-3.615	0.03711
<i>Gstm6</i>	-3.610	0.02624
<i>Ppp2cb</i>	-3.597	0.01545
<i>Ugt1a7c</i>	-3.553	0.01225
<i>Aacs</i>	-3.547	0.01346
<i>Gpatch8</i>	-3.543	0.02193
<i>Bag2</i>	-3.474	0.00053
<i>Rsph1</i>	-3.450	0.02809
<i>Orai1</i>	-3.444	0.01262
<i>Rtn3</i>	-3.443	0.00188
<i>Tmem53</i>	-3.390	0.03934
<i>Clec2d</i>	-3.382	0.04926
<i>Vps53</i>	-3.366	0.00210
<i>S100a10</i>	-3.292	0.00529
<i>Slc50a1</i>	-3.234	0.02470
<i>Ihh</i>	-3.203	0.04394
<i>Rxra</i>	-3.199	0.01079
<i>Elovl2</i>	-3.167	0.02657

<i>Rps4x</i>	-3.152	0.00687
<i>Srebf2</i>	-3.064	0.00399
<i>Cdkn2aipnl</i>	-3.052	0.03147
<i>Stam</i>	-2.977	0.01036
<i>Wdr5b</i>	-2.968	0.04049
<i>Cebpa</i>	-2.938	0.03513
<i>Mob4</i>	-2.883	0.02727
<i>Cyp2c68</i>	-2.880	0.03067
<i>Acaca</i>	-2.855	0.01196
<i>Usp39</i>	-2.838	0.00818
<i>Tbc1d32</i>	-2.832	0.04589
<i>Blvra</i>	-2.822	0.03946
<i>Snrpf</i>	-2.751	0.01925
<i>Btafl</i>	-2.736	0.03662
<i>Tkfc</i>	-2.727	0.00417
<i>Plpp5</i>	-2.727	0.03715
<i>Nudcd1</i>	-2.704	0.04575
<i>Yipf3</i>	-2.670	0.02526
<i>Fdx1l</i>	-2.669	0.00698
<i>Calm1</i>	-2.659	0.03733
<i>Fasn</i>	-2.652	0.03175
<i>Zfp180</i>	-2.623	0.04431
<i>Sdhb</i>	-2.563	0.04137
<i>C1s2</i>	-2.537	0.03181
<i>Arhgef11</i>	-2.533	0.03831
<i>Arhgap15os</i>	-2.497	0.04012
<i>Srgap3</i>	-2.469	0.02968
<i>Ryk</i>	-2.462	0.04867
<i>Prkar1a</i>	-2.450	0.01945
<i>Tm6sf2</i>	-2.412	0.03439
<i>Sf3b2</i>	-2.400	0.04698
<i>Urah</i>	-2.373	0.00939
<i>Scd3</i>	-2.310	0.01819
<i>Trim34a</i>	-2.275	0.01030
<i>Thrsp</i>	-2.237	0.04215
<i>Rnf181</i>	-2.233	0.01102
<i>Mtg1</i>	-2.226	0.04726
<i>Mpc1</i>	-2.193	0.01321
<i>Dusp22</i>	-2.188	0.04920
<i>Dnajc7</i>	-2.186	0.02859
<i>Wdr70</i>	-2.163	0.01798

<i>Swi5</i>	-2.159	0.02130
<i>Copz1</i>	-2.157	0.02307
<i>Rrbp1</i>	-2.150	0.04093
<i>Wdr6</i>	-2.144	0.03727
<i>Rps15</i>	-2.144	0.01192
<i>Hsd3b7</i>	-2.144	0.01456
<i>Pmvk</i>	-2.107	0.03961
<i>Tma16</i>	-2.083	0.04844
<i>Mycn</i>	-2.080	0.02839
<i>Slc25a11</i>	-2.063	0.00480
<i>Ces2a</i>	-2.057	0.00189
<i>Gja4</i>	2.009	0.00270
<i>Mup-ps16</i>	2.011	0.04858
<i>Tia1</i>	2.014	0.04227
<i>Enc1</i>	2.020	0.04158
<i>Dgcr14</i>	2.041	0.03075
<i>Inafm1</i>	2.056	0.04793
<i>Cngb1</i>	2.111	0.02270
<i>Scamp3</i>	2.123	0.02600
<i>Ngrn</i>	2.129	0.01282
<i>Zfp608</i>	2.150	0.02774
<i>Mansc4</i>	2.157	0.00786
<i>Pde4a</i>	2.160	0.00634
<i>Rbm3</i>	2.162	0.03389
<i>Gpr137c</i>	2.162	0.01115
<i>Ccnh</i>	2.177	0.01316
<i>Pdk3</i>	2.205	0.02368
<i>Spag1</i>	2.218	0.00483
<i>Uimc1</i>	2.221	0.00553
<i>Nle1</i>	2.312	0.02224
<i>Ciapi1</i>	2.313	0.00004
<i>Hsf2</i>	2.322	0.03259
<i>Simc1</i>	2.332	0.01828
<i>Ptprcap</i>	2.340	0.01870
<i>Ppp1r3fos</i>	2.348	0.04604
<i>Osbp15</i>	2.352	0.04332
<i>Pcp4l1</i>	2.379	0.04499
<i>Ccdc73</i>	2.396	0.04686
<i>Mustn1</i>	2.401	0.03134
<i>Fam104a</i>	2.420	0.04288
<i>Rtn1</i>	2.421	0.01884

<i>Tmem194b</i>	2.467	0.02851
<i>Mkln1os</i>	2.535	0.04120
<i>Neurl4</i>	2.555	0.00997
<i>G0s2</i>	2.587	0.02171
<i>Slamf8</i>	2.645	0.02847
<i>Fstl4</i>	2.670	0.03646
<i>Atad3aos</i>	2.741	0.02023
<i>Mocs1</i>	2.840	0.02320
<i>Tuba1a</i>	2.870	0.00568
<i>Rrnad1</i>	2.895	0.02550
<i>Fam83f</i>	3.043	0.00100
<i>Hes1</i>	3.045	0.01572
<i>Micalcl</i>	3.086	0.00819
<i>Dlg4</i>	3.097	0.00512
<i>Adat3</i>	3.113	0.01602
<i>Trbc2</i>	3.142	0.04632
<i>Apold1</i>	3.166	0.02553
<i>Ppp1r1c</i>	3.208	0.00553
<i>Lpcat2</i>	3.224	0.03083
<i>Igkc</i>	3.390	0.02047
<i>Aard</i>	3.470	0.01320
<i>Gjc3</i>	3.511	0.00132
<i>Cirbp</i>	3.545	0.02555
<i>Trim34b</i>	3.629	0.01340
<i>Krt23</i>	3.670	0.01669
<i>Ccdc159</i>	3.745	0.00855
<i>Dusp1</i>	3.809	0.02923
<i>Zfp36</i>	3.849	0.02651
<i>Cyp4a14</i>	3.926	0.01863
<i>Dlg1</i>	4.203	0.01470
<i>Fbxo44</i>	4.267	0.01264
<i>Hba-a2</i>	4.298	0.02169
<i>Plscr2</i>	4.481	0.00334
<i>Junb</i>	4.602	0.00091
<i>Ier2</i>	4.620	0.01199
<i>Gdf15</i>	4.716	0.03223
<i>Hba-a1</i>	5.127	0.01746
<i>Adam15</i>	5.165	0.00623
<i>Hddc3</i>	5.299	0.00050
<i>Igha</i>	6.433	0.00767
<i>Hbb-bs</i>	6.530	0.00815

<i>Ighv1-81</i>	9.549	0.03563
<i>Fos</i>	10.774	0.04110
<i>Egr1</i>	16.496	0.00299
<i>Mettl7a2</i>	23.132	0.01850
<i>Sult2a3</i>	31.485	0.02596
<i>Gdpd3</i>	81.848	0.02006

¹ Genes passed following criteria were selected as differentially expressed genes: Fold change > ± 2 , and P-value < 0.05

Table S2. DAVID GO terms for biological process

Category ¹	Terms ²	Count ³	%	P-Value
GOTERM_BP_FAT	Lipid Metabolic Process	21	12.7	5.30E-04
GOTERM_BP_FAT	Organonitrogen Compound Biosynthetic Process	21	12.7	1.70E-03
GOTERM_BP_FAT	Amide Biosynthetic Process	16	9.6	8.20E-04
GOTERM_BP_FAT	Organic Acid Metabolic Process	16	9.6	1.90E-03
GOTERM_BP_FAT	Response to Organic Cyclic Compound	16	9.6	6.70E-03
GOTERM_BP_FAT	Cellular Amide Metabolic Process	16	9.6	8.60E-03
GOTERM_BP_FAT	Carboxylic Acid Metabolic Process	15	9.0	2.00E-03
GOTERM_BP_FAT	Oxoacid Metabolic Process	15	9.0	2.10E-03
GOTERM_BP_FAT	Hemopoiesis	15	9.0	5.70E-03
GOTERM_BP_FAT	Cellular Lipid Metabolic Process	15	9.0	7.10E-03
GOTERM_BP_FAT	Hematopoietic or Lymphoid Organ Development	15	9.0	8.90E-03
GOTERM_BP_FAT	Translation	14	8.4	2.20E-03
GOTERM_BP_FAT	Peptide Biosynthetic Process	14	8.4	2.90E-03
GOTERM_BP_FAT	Cofactor Metabolic Process	11	6.6	4.20E-04
GOTERM_BP_FAT	Lipid Biosynthetic Process	11	6.6	6.80E-03
GOTERM_BP_FAT	Monocarboxylic Acid Metabolic Process	11	6.6	7.50E-03

¹ Functional Annotation Tool (FAT) GO category inside a cluster

² GO terms inside each cluster

³ Gene count in differentially expressed genes

Table S3. Annotation clusters of DAVID GO terms for biological process

Annotation Cluster 1	Enrichment Score ¹ : 3.2	Count ²	P-Value
GOTERM_BP_FAT	Acyl-CoA Metabolic Process	6	3.20E-04
GOTERM_BP_FAT	Thioester Metabolic Process	6	3.20E-04
GOTERM_BP_FAT	Cofactor Metabolic Process	11	4.20E-04
GOTERM_BP_FAT	Acetyl-CoA Metabolic Process	4	1.20E-03
GOTERM_BP_FAT	Coenzyme Metabolic Process	9	1.90E-03
Annotation Cluster 2	Enrichment Score: 2.53	Count	P-Value
GOTERM_BP_FAT	Lipid Metabolic Process	21	5.30E-04
GOTERM_BP_FAT	Lipid Biosynthetic Process	11	6.80E-03
GOTERM_BP_FAT	Cellular Lipid Metabolic Process	15	7.10E-03
Annotation Cluster 3	Enrichment Score: 2.49	Count	P-Value
GOTERM_BP_FAT	Amide Biosynthetic Process	16	8.20E-04
GOTERM_BP_FAT	Organonitrogen Compound Biosynthetic Process	21	1.70E-03
GOTERM_BP_FAT	Translation	14	2.20E-03
GOTERM_BP_FAT	Peptide Biosynthetic Process	14	2.90E-03
GOTERM_BP_FAT	Regulation of Translation	9	5.80E-03
GOTERM_BP_FAT	Cellular Amide Metabolic Process	16	8.60E-03
GOTERM_BP_FAT	Regulation of Cellular Amide Metabolic Process	9	8.70E-03
Annotation Cluster 4	Enrichment Score: 2.48	Count	P-Value
GOTERM_BP_FAT	Organic Acid Metabolic Process	16	1.90E-03
GOTERM_BP_FAT	Carboxylic Acid Metabolic Process	15	2.00E-03

GOTERM_BP_FAT	Oxoacid Metabolic Process	15	2.10E-03
GOTERM_BP_FAT	Cellular Lipid Metabolic Process	15	7.10E-03
GOTERM_BP_FAT	Monocarboxylic Acid Metabolic Process	11	7.50E-03
Annotation Cluster 5	Enrichment Score: 2.14	Count	P-Value
GOTERM_BP_FAT	Hemopoiesis	15	5.70E-03
GOTERM_BP_FAT	Myeloid Cell Differentiation	9	7.50E-03
GOTERM_BP_FAT	Hematopoietic or Lymphoid Organ Development	15	8.90E-03

¹ Minimum enrichment score threshold was set to 0.75.

² Gene count in differentially expressed genes

Table S4. A list of representative terms in Kyoto Encyclopedia of Gene and Genomes (KEGG) pathways

Category	Term	Count	P-value
KEGG_PATHWAY	AMPK Signaling Pathway	6	0.005
KEGG_PATHWAY	Fatty Acid Metabolism	4	0.010
KEGG_PATHWAY	PPAR Signaling Pathway	4	0.034
KEGG_PATHWAY	Insulin Signaling Pathway	5	0.035
KEGG_PATHWAY	African Trypanosomiasis	3	0.038
KEGG_PATHWAY	Chemical Carcinogenesis	4	0.048
KEGG_PATHWAY	Malaria	3	0.067
KEGG_PATHWAY	cAMP Signaling Pathway	5	0.096

Table S5. A list of TaqMan primers

Primer	Manufacturer	Assay ID	RefSeq/<br>Accession number
β -Actin (<i>Actb</i>)	Life Technologies	Mm02619580_g1	NM_007393
Acetyl CoA carboxylase alpha (<i>Acaca</i>)		Mm01304257_m1	NM_133360.2
Fatty acid synthase (<i>Fasn</i>)		Mm00662319_m1	NM_007988.3
Stearoyl-CoA Desaturase-1 (<i>Scd1</i>)		Mm00772290_m1	NM_009127.4
Retinoid X receptor alpha (<i>Rxra</i>)		Mm00441185_m1	NM_001290481.1
Thyroid hormone responsive (<i>Thrsp</i>)		Mm01273967_m1	NM_009381.2
Malic enzyme (<i>Me1</i>)		Mm00782380_s1	NM_001198933.1
CD36 antigen (<i>Cd36</i>)		Mm00432403_m1	NM_001159555.1
Solute carrier family 27 member 1 (<i>Slc27a1</i>)		Mm00449511_m1	NM_011977.3
Sterol regulatory element binding transcription factor 1<br>(<i>Srebf1</i>)		Mm00550338_m1	NM_011480.3
Peroxisome proliferator activated receptor alpha (<i>Ppara</i>)		Mm00440939_m1	NM_001113418.1
Sirtuin 1 (<i>Sirt1</i>)		Mm01168521_m1	NM_001159589.1
Peroxisome proliferative activated receptor, gamma,<br>coactivator 1 alpha (<i>Ppargc1</i>)		Mm01208835_m1	NM_008904.2
ELOVL family member 6 (<i>Elovl6</i>)		Mm00851223_s1	NM_130450.2
Diacylglycerol O-acyltransferase 2 (<i>Dgat2</i>)		Mm00499536_m1	NM_026384.3
Acyl-CoA oxidase 1, palmitoyl (<i>Acox1</i>)		Mm01246834_m1	NM_001271898.1

How the deposited data were processed for this re-analysis (not part of the article)

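Liver RNA of 7 WT and 5 IDH2 KO C57BL/6N mice was sequenced, with 1 library per mouse, and mice were grouped by genotype and sex from the labels and the methods. The authors deposited a table of whole-number read counts per gene and a filtered table that holds a part of the same counts. Their processing notes name FastQC and GRCm38.p5, and the aligner, the counting program and the handling of reads that match several genes or transcripts are not given in the sources used here. The authors normalized counts to log2 RPM, tested them without a sex term and selected DEGs at an unadjusted p under 0.05 and a fold change over 2. No sample of the labels was left without a column. No library was left out, and no pair of libraries differed by less than the sampling noise.

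The counts of the unfiltered table were fitted in edgeR 4.0.16 (R 4.3.3) with the quasi-likelihood test, robust estimation, TMM scaling, and filterByExpr with a minimum count of 10 and a minimum total of 15, with sex and genotype in the model. P values were adjusted by Benjamini-Hochberg with a threshold of 0.05. A model with a mean for each of the 4 groups gave the contrasts in females, in males, between WT males and females, and the interaction. CPM are the deposited counts relative to library size, scaled by TMM. Coordinates are those of GENCODE M21 on GRCm38, which matched 26905 gene names, and the number of transcripts per gene is that of a RefSeq table, which matched 32874.

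Gene lists of pathways and of cell type markers were written before the data were examined, as were the model, the alternatives and the rule for the genes named. The rule took isocitrate dehydrogenase genes, every gene the paper names, up to 12 genes of the largest change in each direction past the threshold with the same sign in both sexes and a mean of at least 1 CPM, the 5 highest and 5 lowest folds of Table S1, and up to 4 members of each list described. Values in Table S1 had been seen when the rule was written. Some genes that the rule takes are not reported here, and they stayed in every fit and list. Of 42 lists, 36 were compared with the other genes by camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over the 36, and again with an estimated correlation. The lists left out were those with under 3 tested members, the sex chromosome genes and the qPCR panel, which is given by gene. In addition fry tested whether the genes of a list move, on balance, one way, which does not compare them with other genes. Of the 15 lists called, 1 held with an estimated correlation (NADPH production), and 2 were also past the threshold of fry (NADPH production, fatty acid uptake and transport). The list of NADPH production holds the deleted gene *Idh2*, and without it the list passed neither (adjusted p = 0.331 with an estimated correlation, adjusted p = 0.101 in fry).

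Exact permutation tests compared the difference of log2 of CPM plus 0.5, adjusted for sex, over all 350 splits of the libraries within sex, two-sided, with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15. They were not among the tests set beforehand: those of the qPCR genes were adjusted over the 13 with reads, and those of lists were added after the list results were seen and adjusted over all 36. Intervals of a ratio of reads are exact 95% intervals, a count of 0 was taken to allow up to 3 reads, and both cover counting error only.

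The tests were tried on simulated counts with the means and library sizes of these libraries and 200 changed genes. The changed genes were drawn from those with a mean of at least 1 CPM, so the shares recovered do not cover genes below that level. For IDH2 KO against WT over 7371 genes, edgeR recovered 20% of changes of 2-fold and 84% of changes of 4-fold, with 2 false calls of 106. DESeq2 1.42.0 recovered 39% and 91% with 21 false calls of 151. In females edgeR recovered 57% of 4-fold changes, in males 35%, and for the interaction 7%. The common dispersion of the counts was 0.195. A simulated decrease of 1.5-fold in the fatty acid synthesis list was called by camera with the preset correlation (adjusted p = 2.30e-08) and with an estimated correlation (adjusted p = 0.0420). Each gene was simulated independently of the others, so this does not show how camera performs on correlated genes. No other list was called in that simulation, while other splits of the real libraries gave a median of 6 called lists.

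The alternatives were RLE size factors, no scaling factors, library sizes without the 10 most abundant genes, no filter, the authors' filtered genes, no sex term, a surrogate variable from sva 3.50.0, DESeq2, limma on log2 RPM plus 1 or plus 0.5, the test the paper states, a replicate block, and each library left out. The test the paper states was run on log2 RPM plus 1 over the authors' filtered genes. Its adjusted calls used Benjamini-Hochberg, and the paper states neither the added 1 nor an adjustment. Analyses limited to genes with 1 RefSeq transcript, and lists without *Idh2*, were added after the data were seen.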

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

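The tests of strain DNA near *Idh2*, of other cell types, of library size and of handling were chosen only after the result was seen.

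IDH2 KO female 3 stood apart from the other IDH2 KO libraries in several values. It held reads of 8531 genes (11303 to 12101 in the others), its median correlation with other libraries was 0.8738 (0.9499 to 0.9583), and its CPM were 8.06 for *Idh3a* (24.0 to 29.2), 0 for *Srebf2* (0.156 to 0.228), 179 for *Dgat2* (323 to 347), 17.6 for *Hddc3* (6.27 to 8.50) and 112 for *Cnbd2* (16.3 to 26.9). Among WT libraries, WT female 4 was low for *Idh3g* (1.11, against 2.39 to 3.87) and WT female 2 high for *Dgat2* (560, against 351 to 410). WT male 2 was high for *Mettl7a2* (0.0403, against 0), *Dusp1* (27.7, against 8.54 to 10.6), LOC108167858 (9.44, against 1.02 to 2.27) and Gm41844 (36.0, against 7.88 to 13.5), and WT male 1 for *Fos* (5.63, against 0 to 0.484). In IDH2 KO mice, female 2 had 0 for *Gdpd3* (11.7 to 43.7), and male 2 stood high for *Junb* (168, against 46.6 to 61.1), LOC108167858 (0.259, against 0) and *Tmc7* (0.415, against 0 to 0.0447). These are 18 of 90 groups of values tested, where chance gives about 1 in 20. That rate assumes independent values, while all groups come from the same libraries and some hold few reads, so the share does not measure an excess. The value of *Mettl7a2* in WT male 2 is 1 read, and that of LOC108167858 in IDH2 KO male 2 is 5 reads. Of the 29 genes past the adjusted threshold, 18 are not in Table S1. Most of these are predicted loci, a class of which Table S1 lists none: 14 of the 16 lower and 2 of the 13 higher genes. The immediate early genes, which the paper does not discuss as a group, had a median log2 fold change of 0.73.

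Liver genes with few or no counted reads formed a first pattern, among them *Cd36*, *Scap* and *Srebf1*. Of the ribosomal protein genes, chosen because every cell uses them, 17 with more than 1 RefSeq transcript had a median of 5.01 CPM and 25 with 1 transcript 113, a ratio of 0.0443 (permutation test across genes, p = 0.00412). Loss of reads in genes that overlap another gene was argued against, with a ratio of 1.07 between overlapping and other genes of 1 transcript. These values are consistent with reads of genes with several transcripts having been left out of the counts, which stays a hypothesis since the counting program is not known, and no biological explanation was tested.

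Higher immediate early genes in IDH2 KO livers formed a second pattern. The list was past its threshold with no scaling factors and without IDH2 KO female 3 (largest adjusted p = 7.59e-13 from camera with the preset correlation). This decides nothing on library size or normalization, since a scaling factor moves all genes of a library alike and camera compares a list with others. Such a factor would also move the other genes. Over all tested genes, however, the median log2 fold change was −0.0049, and −0.018 with no scaling factors. The first value decides nothing, since TMM itself sets the bulk of genes near 0. With no scaling factors, counts are relative to library size alone. The median of −0.018 over all genes was then still far from the 0.73 of the list. That value argues against a scaling difference between the genotypes as the source of the rise, and says nothing on single libraries. With all libraries the call was lost with an estimated correlation (adjusted p = 0.140) and in the exact permutation test (adjusted p = 0.0633 over 36 lists). More cells of another type remain open, since 3 of 7 marker lists (T and NK, B and plasma, erythroid) had a median of at least 0.5 times that of the immediate early genes, exactly the number set as the bound, while endothelial markers stood at 0.02, and the erythroid mean lay at −0.29 in IDH2 KO female 2 and 1.13 in IDH2 KO female 3, where the immediate early genes lay at 0.68 and −0.39, and between 1.07 and 2.20 in the others, where these lay between 0.86 and 2.11. Handling of the livers after death cannot be told apart from an effect of genotype: of 9 heat shock genes, 2 had an unadjusted p under 0.05 upward and none was past the adjusted threshold in edgeR, the mean of the list lay below that of WT in IDH2 KO females (−0.59, −0.48 and −0.56) and above it in IDH2 KO males (0.55 and 1.39), and the order of dissection is not given in the sources used here. An effect of the loss of *Idh2* itself stays open and untested.

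*Hddc3*, which was higher in IDH2 KO mice, lies near *Idh2*, and DNA of another strain kept around the targeted locus may be one reason. Within 20 Mb of *Idh2* lay 1 of 14 changed genes with a known position and 74 of 6594 tested genes, a ratio of shares of 6.36 (one-sided Fisher's exact test across genes, p = 0.146). With a single gene this cannot be told apart from an effect of genotype.

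Chance as the source of the counts was tested with other splits of the libraries within each sex, of which 100 were drawn. No other split drawn gave as many higher genes (13, against 2 at most) or lower genes (16, against 0), and 1 of 100, the real one, reached 266 genes at the thresholds of the paper (at most 249 in the others, median 101). This argues against chance for each but does not exclude it, since 100 splits cannot show a share below 1 of 100. At the thresholds of the paper, 249 also lies close to 266. For the number of changed lists 2 of 100 reached 15 (median of the others 6), which argues against chance without excluding it. The real 15 include the lists of the TCA cycle and of NADPH production, which hold the deleted gene *Idh2*. For the fatty acid synthesis list, 6 of 100 gave a camera p as small as 6.30e-07 (the smallest 8.41e-09), and chance cannot be excluded. In females, 1 of 35 splits reached 15 genes (0 in the others), and between WT sexes 1 of 35 reached 57 (0 in the others). This argues against chance for both but does not exclude it, since 35 splits cannot show a share below 1 of 35.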

How the results depend on the processing

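The analysis of genes with 1 RefSeq transcript was chosen after the data were seen. *Idh2* was past the threshold in all 25 settings (log2 fold change −10.02 to −8.83 with 1 library left out). Genes higher and lower were 13 and 16, and 62 and 143 with no filter on low counts, 30 and 33 in DESeq2, 0 and 1 with the test of the paper run with an adjustment that the paper does not state, 4 and 7 with the replicate block, and 6 and 8 in the same libraries without it. With no sex term 8 were higher, with limma 8 (plus 1) and 7 (plus 0.5), and 4 were lower among genes with 1 transcript. Genes at the thresholds of the paper were 907 with no filter, 107 and 138 in limma, 58 with the test of the paper and 108 with 1 transcript. Table S1 genes with the sign of the paper were 167 with no filter, with the authors' filtered genes and with the test of the paper. The fatty acid synthesis list had adjusted p = 0.25 with an estimated correlation and 0.0912 in fry, and 1 and 2 lists were called. With no filter 84 genes changed in females, 151 in males, 48 by interaction and 251 between WT sexes, and in DESeq2 57, 43, 10 and 118. The interaction gave 1 gene with no scaling factors, and a fit to males alone 20. The cause was not tested, apart from the more or fewer genes tested with other filters. With 1 library left out, higher genes ranged from 7 (without IDH2 KO female 1) to 18, lower from 12 to 18, genes at the thresholds of the paper from 246 to 385, Table S1 genes from 117 to 133, lists from 12 to 16, and the fatty acid list from 1.13e-08 to 5.06e-05. Genes changed in females ranged from 9 (without WT female 3 or IDH2 KO female 1) to 18. In males they were 2 without IDH2 KO male 2, 5 without WT male 1 or WT male 3, 14 without IDH2 KO female 2 and 28 without IDH2 KO female 3. Between WT sexes they were 32 without WT female 4, 36 without WT male 1 and 120 without IDH2 KO female 3, and the interaction ranged from 0 to 2 (2 without IDH2 KO female 3, 1 without IDH2 KO male 1). The log2 fold change turned for *Idh3a* (0.064 with a surrogate variable, −0.23 to 0.11 with 1 library left out, 0.11 without IDH2 KO female 3), *Ppara* (−0.45 to 0.025, the latter without IDH2 KO female 3) and *Etfb* (−0.012 to 0.70, the former without IDH2 KO female 3). None of these 3 genes was called. The surrogate variable separates IDH2 KO female 3 (0.952) from the others (−0.136 to −0.0319). Of 1113 values of 86 named genes under other settings, 986 kept direction and side of the threshold, 76 lost a call, 50 gained one and 1 turned, and with 1 library left out 951 of 1030 kept both, 64 lost a call, 12 gained one and 3 turned. Same-numbered libraries did not deviate together (correlations −0.117, 0.00315 and −0.154 in females, 0.0674 and 0.0210 in males), 2 of 5 correlated best with their own number, and numbers do not pair the mice. For genes under 10 reads per library the number of reads limits the precision, whatever its cause.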

Differences from the paper's values

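The paper's number of DEGs is 167, and edgeR gave 266 genes at the same thresholds, over an unlike set of genes. Of the 7618 genes that edgeR tested, 1616 were predicted loci, while Table S1 lists no predicted locus. No count without predicted loci is given, here or for the upregulated genes below. Of the alternatives set before the data were examined, the number was within 1.5 times of the paper's with no sex term (237), limma on log2 RPM plus 0.5 (138) and without WT female 2 (246), and not under any other, including limma plus 1 (107) and the test the paper states (58). For upregulated genes the paper's number is 77 and edgeR gave 132, and of the alternatives set before the data were examined only limma plus 0.5 was within 1.5 times (57). Genes with 1 RefSeq transcript, an analysis chosen after the values were seen, gave 65, and it leaves out 55 of the paper's 77. For *Mettl7a2* the paper's fold is 23.132 and the edgeR fold was 183.5, with 1 read in all WT libraries, so the fitted fold depends on the prior count, and no alternative set before the data were examined was within its error. Of 19 folds of Table S1 compared, 1 differed, where a fold within its error was not counted as differing. Such errors are wide for genes with few reads, so the count does not show that the other folds lie close to the paper's. The ratio of RPM was 402 for *Gdpd3* and 0.0841 for *Me1*, both larger changes than the folds in Table S1. How many other folds are larger or smaller than the paper's was not counted.

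The paper states that RNA-seq patterns match its qPCR for *Ppara* (higher in IDH2 KO). Here *Ppara* had a log2 fold change of −0.22, and it was not called in any of the settings run. The paper gives the match for its whole panel: of the 13 panel genes with reads, 7 were lower in exact tests and none higher, among them *Fasn*, *Scd1*, *Elovl6*, *Thrsp*, *Rxra* and *Me1*, which go the way the paper states, and *Dgat2*. *Acaca* was also lower in direction (ratio 0.293, or 0.130 without IDH2 KO female 1). *Sirt1* (ratio 1.26, 95% exact interval 0.591 to 2.65), *Ppargc1a* (1 read), *Srebf1* (2 reads), *Cd36* and *Slc27a1* (0 reads) have too few reads to give a direction. In edgeR with no filter on low counts *Fasn*, *Thrsp*, *Aacs*, *Scd1* and *Elovl6* passed the adjusted threshold over all genes, and in DESeq2 *Aacs* did.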

Other observations

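The tests of single genes and of lists by permutation, and lists without *Idh2*, were chosen only after the result was seen. Genes of NADPH production were lower as a group in IDH2 KO livers, with all 9 tested members negative (median −0.37), 1 lower over all genes and when adjusted over the list alone (*Idh2*), and an adjusted p of 3.24e-09 from camera (adjusted p = 0.0213 with an estimated correlation). Without *Idh2*, 8 members gave an adjusted p of 0.0470 (adjusted p = 0.331 with an estimated correlation). For 28 genes of the TCA cycle, *Idh2* was the only one called over all genes and over the list alone, and the adjusted p was 4.73e-04 (adjusted p = 0.25 with an estimated correlation), or 0.145 for 27 without *Idh2*. The isocitrate dehydrogenase 3 genes *Idh3a* (−0.13), *Idh3b* (0.42) and *Idh3g* (−0.42) were not called in edgeR.

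Male-biased liver genes were lower as a group, with 17 of 18 tested members negative (median −0.74, adjusted p = 1.39e-07 from camera, adjusted p = 0.192 with an estimated correlation), 0 called over all genes in edgeR (6 lower at an unadjusted p under 0.05, 1 lower in DESeq2) and 3 lower when adjusted over the list alone. In females *Hsd3b5* fell by 3.90 on the log2 scale (adjusted p = 3.79e-04 from edgeR), in males its log2 fold change was −0.39, and the interaction did not pass. *Sult2a1*, a sulfotransferase gene whose paralogs share sequence, had a log2 fold change of 6.28 in females (adjusted p = 0.00383) and the interaction did not pass (adjusted p = 0.879). Of 11 genes of bile acid synthesis and transport, 9 were negative and none was called in edgeR (3 lower at an unadjusted p under 0.05, 0 in DESeq2, 0 when adjusted over the list alone), with adjusted p = 0.0264 from camera and adjusted p = 0.25 with an estimated correlation. This call was lost without IDH2 KO female 3 (0.0913) or IDH2 KO male 1 (0.0781).

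Markers of several other cell types were higher as groups in camera, and none of these calls held with an estimated correlation. They were 6 erythroid markers (adjusted p = 0.00767, adjusted p = 0.25 with an estimated correlation), 10 B and plasma cell markers (adjusted p = 0.0170, adjusted p = 0.346 with an estimated correlation), 7 T and NK cell markers (adjusted p = 0.00109, adjusted p = 0.192 with an estimated correlation), 10 Kupffer cell markers (adjusted p = 0.0139, adjusted p = 0.463 with an estimated correlation) and 5 cholangiocyte markers (adjusted p = 0.0149, adjusted p = 0.192 with an estimated correlation). Of these, 3 erythroid, 2 B and plasma, 2 T and NK cell and 1 cholangiocyte marker are DEGs of the paper, and none of the 10 Kupffer cell markers is. The most abundant erythroid marker, *Hbb-bs*, was at 27.4 ± 29.2 (SD, n = 7) CPM in WT and 140 ± 80.9 (SD, n = 5) in IDH2 KO mice (log2 fold change 2.37, adjusted p = 0.358 from edgeR), and without WT female 4 the WT level was 17.1. The erythroid call was lost without IDH2 KO female 3 (0.0913), and the Kupffer call without that library (0.0845) or WT female 1 (0.161). The B cell call was lost without WT female 4 (0.0845), IDH2 KO female 1 (0.113) or IDH2 KO female 2 (0.108), and the cholangiocyte call without any 1 library other than WT female 3 and WT male 1 (0.0616 to 0.248). Markers of stellate (0.0531) and endothelial cells (0.820), of hepatocytes (0.191) and of their pericentral (0.924) and periportal (0.616) zones were not called.

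Further lists that camera did not call had adjusted p values of 0.492 (ketone bodies), 0.803 (antioxidant defence), 0.286 (mitochondrial stress), 0.694 (mitochondrial DNA), 0.361 (circadian genes), 0.400 (heat shock), 0.924 (acute phase proteins and ribosomal proteins), 0.156 (interferon-stimulated genes) and 0.541 (female-biased genes). In exact permutation tests over 36 lists, the smallest adjusted p was 0.0343, and 5 lists passed, namely SREBP pathway regulators, fatty acid uptake and transport, the TCA cycle, NADPH production and male-biased genes. Of these, the lists of the TCA cycle and NADPH production hold the deleted gene. With *Idh2* left out of the lists none of the 36 passed, with an adjusted p of 0.444 for the TCA cycle, 0.12 for NADPH production, 0.0514 for SREBP pathway regulators and male-biased genes, and 0.0686 for fatty acid uptake and transport, while 12 had an unadjusted p under 0.05.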
